# Glycerol-3-phosphate mediates rhizobia-induced systemic signaling in soybean

**DOI:** 10.1038/s41467-019-13318-8

**Published:** 2019-11-22

**Authors:** M. B. Shine, Qing-ming Gao, R. V. Chowda-Reddy, Asheesh K. Singh, Pradeep Kachroo, Aardra Kachroo

**Keywords:** Microbe, Rhizobial symbiosis

## Abstract

Glycerol-3-phosphate (G3P) is a well-known mobile regulator of systemic acquired resistance (SAR), which provides broad spectrum systemic immunity in response to localized foliar pathogenic infections. We show that G3P-derived foliar immunity is also activated in response to genetically-regulated incompatible interactions with nitrogen-fixing bacteria. Using gene knock-down we show that G3P is essential for strain-specific exclusion of non-desirable root-nodulating bacteria and the associated foliar pathogen immunity in soybean. Grafting studies show that while recognition of rhizobium incompatibility is root driven, bacterial exclusion requires G3P biosynthesis in the shoot. Biochemical analyses support shoot-to-root transport of G3P during incompatible rhizobia interaction. We describe a root-shoot-root signaling mechanism which simultaneously enables the plant to exclude non-desirable nitrogen-fixing rhizobia in the root and pathogenic microbes in the shoot.

## Abstract (web summary)

Movement of glycerol-3-phosphate (G3P) promotes systemic resistance following local pathogen infections. Here the authors show that rootward movement of shoot-synthesized G3P occurs in response to root-recognition of incompatible rhizobia and promotes exclusion of non-desirable bacteria in roots.

## Introduction

Legume plants form symbiotic relationships with diazotrophic bacteria called rhizobia^1^. During such symbiosis, plants provide bacteria with preferred carbon sources such as malate and succinate in return for essential reduced nitrogen^2^. Successful symbiosis results in root nodules, which are specialized plant organs containing the optimal environment for rhizobia to convert nitrogen into ammonia. Bacterial entry into the host cells is dependent upon evasion of the first tier of host immunity and recognition as beneficial by the host^3–6^. Strategies for evading host immunity include suppression of host defenses via bacterial surface lipopolysaccharides and secreted proteins^5–7^. Some rhizobia also inject effectors into the host cell via the type III secretion system, a well-known virulence strategy used by pathogenic bacteria^8^. Compatibility occurs when legume root-exuded flavonoids induce the production of Nod factors (lipochitooligosaccharides) in compatible rhizobia, which are in turn recognized by membrane-localized LysM-type receptor kinases called nodulation (Nod) factor receptors in the host^9^. In addition to Nod factors, bacterial exopolysaccharides are also important for the infection process and in some cases recognition of specific exopolysaccharide structures by host LysM receptor kinase can determine compatibility^10^. Compatible interactions result in a series of plant root modifications that eventually result in nodule formation. Bacteria living in the nodule cells fix nitrogen via the nitrogenase enzyme complex. The host tightly regulates the density of nodules by compatible bacteria based on nitrogen availability and a systemic signaling mechanism called autoregulation of nodulation (AON)^11^. AON involves recognition of root-synthesized CLE (CLAVATA3/endosperm-surrounding region) peptides by shoot-derived receptor complexes comprising a leucine-rich repeat containing receptor kinase, and the eventual inhibition of nodulation by a shoot-derived signal. Both miR2111 and cytokinin have been implicated as the potential shoot-derived signal^12,13^.

Interestingly, as in plant-pathogen interactions, incompatibility in legume-rhizobia associations is also regulated in a genotype-specific manner^14^. The process likely involves recognition of bacterial effectors by host receptor proteins similar to the perception of pathogenic microbes during the second tier of plant immunity termed effector-triggered immunity (ETI)^15^. For example, genetic variations in the rhizobium NopP effector were recently shown to contribute to *Rj2*-mediated exclusion of incompatible rhizobia in soybean^16^, suggesting that recognition of NopP by Rj2 determines incompatibility. *Rj2* along with *Rj3, Rj4* and *Rfg1*, was identified as a naturally occurring variant in soybean that restricts nodulation by specific bacterial strains^17–21^. The dominant *Rj/Rfg* genes, which are structurally different from the recessive Nod-factor receptors^22,23^, are presumed to help exclude poor nitrogen-fixing or less-beneficial rhizobia such as the exclusion of *B. japonicum* USDA122 (U122) by *Rj2* and *Sinorhizobium fredii* USDA257 (U257) or USDA205 by *Rfg1*^19,21^. Knockout mutations in *Rj2* or *Rfg1* promote nodule formation by the respective incompatible bacterial strains^24^. *Rj2* and *Rfg1* encoded proteins show homology to Toll interleukin-like receptor nucleotide-binding site leucine-rich repeat (TIR-NB-LRR) type of resistance (R) proteins, which are well-known regulators of ETI^25^. Interestingly, *Rj2*-mediated recognition of the NopP effector is associated with induction of the pathogenesis-related (*PR*) 2 gene^16^, suggesting involvement of ETI like responses.

ETI, which provides race-specific resistance to pathogens at the site of pathogen entry, is induced when strain-specific avirulent (Avr) proteins from the pathogen associate directly/indirectly with cognate plant R proteins^15^. ETI can also result in the induction of a systemic immune response termed systemic acquired resistance (SAR), which protects the plant against secondary infections by related/unrelated pathogens at the whole plant level^26,27^. SAR signaling is dependent on the generation of mobile signals at the primary infection site, which translocate to distal tissue and prepare the plant against future pathogen infections. In Arabidopsis, SAR signaling is dependent on a number of chemical signals including salicylic acid (SA)^28^, azelaic acid (AzA)^29^, G3P^30^, the free radicals nitric oxide (NO) and reactive oxygen species (ROS)^31,32^, and pipecolic acid (Pip)^33^. The signaling mediated by these chemicals is organized into two parallel branches with G3P functioning downstream of Pip, NO/ROS, and AzA in one of these branches^26,27,34^ (Supplementary Fig. 1). We show that genetic exclusion of incompatible rhizobia in the root requires conserved molecular components of ETI and results in the induction of systemic signaling, which involves SAR-associated chemical signals. Root recognition of incompatible rhizobia involves the generation of an unknown root signal, which travels to the shoot to induce the accumulation of the SAR-inducer G3P, thereby activating foliar resistance to pathogens. Transport of G3P back to the root enables root exclusion of rhizobia.

## Results

### Rhizobia incompatibility induces systemic pathogen resistance

Based on the structural similarity of Rj2/Rfg1 to R proteins and the potential activation of ETI like responses during Rj2-derived signaling, we tested whether Rj2/Rfg1 functioned like ETI related R proteins and recruited molecular components typically involved in the R-mediated immune response^35–37^. Using previously generated VIGS (virus-induced gene silencing) vectors^38–41^ we knocked down the expression of *RAR1* (required for *Mla12*-mediated resistance), *SGT1* (suppressor of the G2 allele of *skp1*), *Hsp90* (heat shock protein 90), *NDR1* (non-disease resistance 1), *EDS1* (enhanced disease susceptibility 1), and *PAD4* (phytoalexin deficient 4) in L76-1988 (*Rj2 rfg1*) and L82-2024 (*rj2 Rfg1*) soybean plants (Supplementary Fig. 2) followed by the evaluation of nodulation in response to compatible and incompatible rhizobia strains. Plants infected with empty VIGS vector^38^ (V) were used as a control. As expected, root hair of U122-inoculated plants exhibited bending and curling in comparison to root hair of plants inoculated with buffer alone (Supplementary Fig. 3a). U122-induced root hair curling, cortical cell division and active nodule formation (based on pink coloration associated with the presence of leghemoglobin^42^) in *rj2 Rfg1* plants (Fig. 1a, b, Supplementary Fig. 3b). U122 also induced root hair curling in *Rj2 rfg1* plants but produced fewer nodule primordia that did not develop completely and did not produce nodules on *Rj2 rfg1* plants (Fig. 1a–c, Supplementary Fig. 3b). There were no obvious differences in the number or size of nodules produced by U122 or U257 in any of the knockdown plants in their respective compatible backgrounds (Supplementary Fig. 4a). Interestingly, however, incompatible strains induced root hair curling and nodule primordia, eventually resulting in active nodules in plants knocked down for the defense-related components, *RAR1* and *NDR1* (Fig. 1, Supplementary Figs. 3 and 4). The U122-inoculated *Rj2 rfg1* RAR1- (Sil_RAR1_) and *Rj2 rfg1* NDR1- (Sil_NDR1_) knockdown plants showed comparable root hair curling as *rj2 Rfg1* and *Rj2 rfg1* V plants. These plants also showed comparable nodule primordia per cm root, as *rj2 Rfg1* plants (Fig. 1c). This was consistent with the *rj2 Rfg1* V-like number, density (per root) and size of nodules on *Rj2 rfg1* Sil_RAR1_ and *Rj2 rfg1* Sil_NDR1_ plants (Fig. 1, Supplementary Figs. 3 and 4). Notably, the requirement for NDR1, is an exception for TIR-NB-LRR type of R proteins, which typically recruit EDS1, rather than NDR1^36^. Although no strong conclusions can be made about the stage at which lack of RAR1/NDR1 interferes with *Rj2/Rfg1*-derived incompatibility, these results suggest that Rj2/Rfg1-derived exclusion of incompatible rhizobia requires molecular components that typically function in R-mediated defense against microbes.

**Fig. 1:**
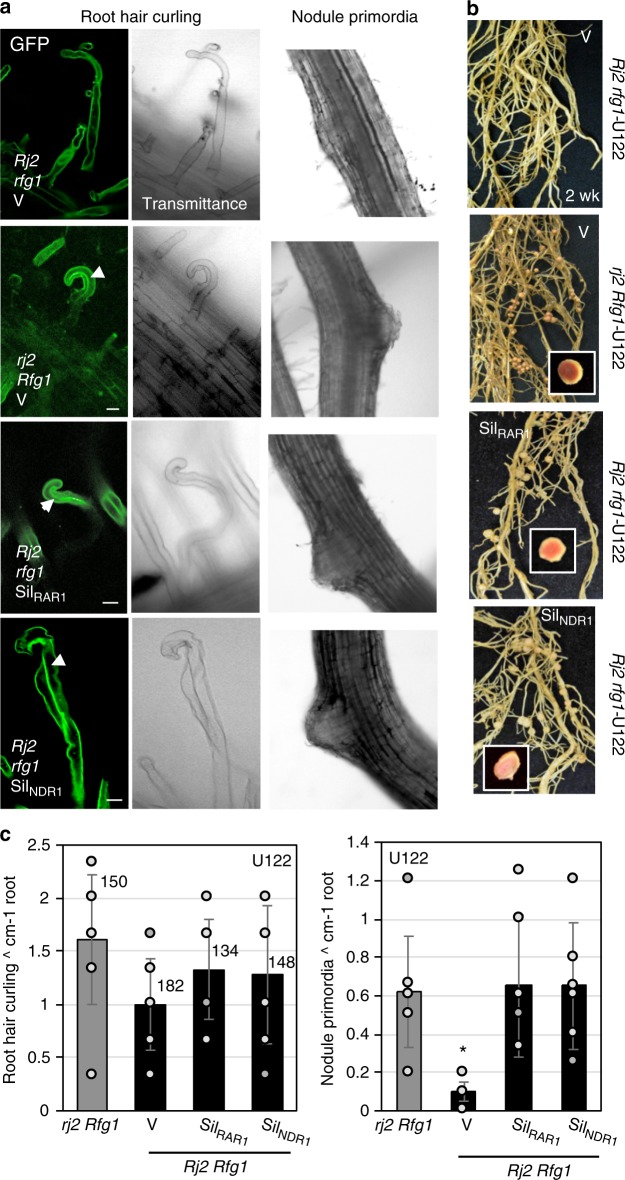
*Rj2*-derived rhizobia incompatibility involves *R*-mediated signaling components. **a** Micrographs (×40 magnification) of STYO^®^13 stained roots from *rj2 Rfg1* or *Rj2 rfg1* plants that were infected with control VIGS vector (V), or knocked down for GmNDR1 (Sil_NDR1_) or GmRAR1 (Sil_RAR1_) at 3 (root hair curling) or 6 (nodule primordia) days post inoculation (dpi) with U122. Images observed under GFP and transmittance channels are shown. Arrowhead indicates infection thread. Scale bars represent 270 microns. **b** Morphological phenotype of nodules produced by U122 or U257 on V, Sil_RAR1_ and Sil_NDR1_ plants of indicated genotype at 2 weeks post inoculation. Insets show cut nodules with pink coloration indicative of active nitrogen fixation. **c** Average number of curled root hairs (2–3 dpi) and nodule primordia (6 dpi) per cm root of U122-inoculated *rj2 Rfg1*, *Rj2 Rfg1* V (VIGS control), *Rj2 rfg1* Sil_RAR1_ (RAR1-knockdown), and *Rj2 rfg1* Sil_NDR1_ (NDR1-knockdown) plants. Differences in root hair curling for *rj2Rfg1* and *Rj2rfg1*V are not statistically significant at *P* = 0.05. Numbers above bars indicate the average of total number of root hairs per cm. For nodule primordia, asterisk denotes data significantly different from *rj2 Rfg1*, Student’s *t*-test, *P* < 0.05. Results are representative of two independent experiments.

R-mediated resistance is often associated with the induction of SAR. Therefore, we next assayed foliar resistance in response to Rj2/Rfg1-mediated control of nodulation. Interestingly, root inoculation with incompatible rhizobia resulted in the induction of foliar resistance to *Pseudomonas syringae* pv. *glycinea* (*Psg*); *Rj2 rfg1* plants root-inoculated with the incompatible U122 exhibited enhanced resistance to virulent *Psg* (*Psg Vir*, Fig. 2a). Likewise, *rj2 Rfg1* plants exhibited enhanced resistance to *Psg Vir* when pre-inoculated with the incompatible U257 (Fig. 2b). Neither U122 nor U257 induced foliar resistance in the respective compatible backgrounds (*rj2 Rfg1* and *Rj2 rfg1*, respectively) or in *rfg1 rj2* plants that were compatible to both rhizobia strains (Fig. 2b, right panel). Notably, incompatible rhizobia-induced foliar resistance was as robust as pathogen-induced SAR; systemic resistance induced upon pre-exposure to the avirulent pathogen *Psg avrB*. Incompatible rhizobia-induced foliar resistance within 24 h and this effect lasted at least 72 h post root inoculation (Supplementary Fig. 5). We next examined if systemic resistance induced in response to incompatible rhizobia was associated with Rj2 function. For this, we tested whether U122 could induce systemic foliar resistance in Sil_RAR1_ and Sil_NDR1_ plants because these components are known to directly contribute to R protein function^43^. Consistent with the demonstrated involvement of RAR1 and NDR1 in pathogen-induced SAR^39,44^ as well as their requirement in Rpg1-b (specifies resistance to *Psg avrB*) function^39,40^, both Sil_RAR1_ and Sil_NDR1_ *Rpg1-b* plants were unable to induce SAR in response to *Psg avrB* (Fig. 2c). Notably, Sil_RAR1_ and Sil_NDR1_ *Rj2* plants also failed to induce foliar pathogen resistance in response to the incompatible U122 (Fig. 2d). Together, these results substantiated the notion that incompatible rhizobia-induced systemic resistance was associated with Rj2 function which required conserved signaling components of the ETI pathway.

**Fig. 2:**
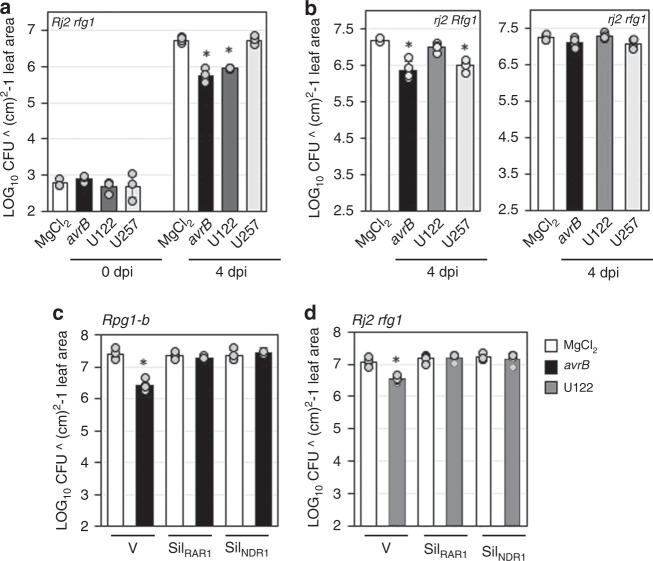
*Rj2*-derived rhizobia incompatibility induces systemic resistance in soybean. **a**–**d** Bacterial counts of *Psg Vir* in soybean plants that were pre-infiltrated (leaf) with buffer (MgCl_2_) or *Psg avrB* (*avrB*), or pre-inoculated (root) with U122 or U257. LOG_10_ values of colony forming units (CFU) ^ cm^2^-1 leaf area from infected leaves at 0 and 4 days post inoculation (dpi) are presented. Error bars indicate standard deviation (*n* = 4). Asterisks denote significant difference from MgCl_2_ in (**a**) and (**b**), and significant difference from MgCl_2_ of same genotype in (**c**) and (**d**), Student’s *t*-test, *P* < 0.0002. **a** Wild-type plants of *Rj2 rfg1* genotype were used. **b** Wild-type plants of *rj2 Rfg1* or *rj2 rfg1* genotype were used. **c** V (VIGS vector control), S_RAR1_ (*GmRAR1* knockdown) or S_NDR1_ (*GmNDR1* knockdown) plants of *Rpg1-b* genotype were used. **d** V, S_RAR1_ or S_NDR1_ plants of *Rj2 rfg1* genotype were used. Results are representative of three-four independent experiments.

### SAR inducers accumulate during rhizobia incompatibility

Next, we examined whether the systemic resistance induced by incompatible rhizobia involved similar signaling mechanisms as pathogen-induced SAR. Functional conservation of SAR signaling between Arabidopsis and soybean was evident from the result that petiole exuduate (Pex) collected from leaves of *Psg avrB*-infected (Pex_*avrB*_), but not buffer-inoculated (Pex_MgCl2_) soybean plants was able to confer robust systemic resistance on *Arabidopsis thaliana* (Fig. 3a). Arabidopsis (Col-0) plants were leaf-infiltrated with MgCl_2_ (control), *P. syringae* pv. *tomato* (*Pst*) *avrRpt2*, or soybean Pex_*avrB*/MgCl2_ followed by infection with *Pst* DC3000 on systemic leaves. Growth of DC3000 was significantly lower in plants pre-infiltrated with *Pst avrRpt2* or Pex_*avrB*_ as compared with MgCl_2_ or Pex _MgCl2_ (Fig. 3a). Measurement of SAR-associated metabolites showed that leaves of soybean plants accumulated G3P, AzA, and SA after localized infection with *Psg avrB* (Fig. 3b–d). Interestingly, root inoculation with incompatible (U122) rhizobia also increased G3P, AzA, SA, and ROS containing hydroxyl and carbon-centered radicals in the leaves of soybean plants (Fig. 3e–h). By comparison, root infection with the compatible strain U257 led to a nominal or no increase in G3P, AzA, SA or ROS levels in the leaves (Fig. 2e–h). Consistent with these results, Pex from leaves of U122 (Pex_U122_), but not U257 (Pex_U257_) inoculated *Rj2 rfg1* soybean plants, was able to induce robust systemic resistance in Arabidopsis plants (Fig. 3i). Together, these results suggested that incompatible rhizobia triggered systemic signaling, which overlapped with SAR in terms of increased accumulation of SAR-associated signals in the distal tissue.

**Fig. 3:**
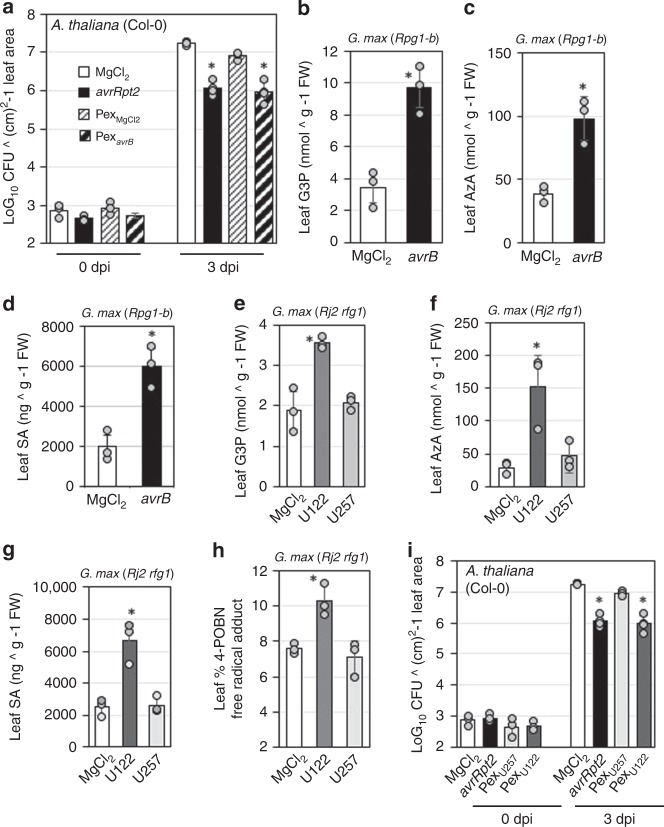
Incompatible rhizobia induce the accumulation of SAR-associated metabolites. **a** Bacterial counts of *Pst* DC3000 in *Arabidopsis thaliana* (Col-0). LOG_10_ values of colony forming units (CFU) ^ cm^2^-1 leaf area from infected leaves at 0 and 4 dpi are presented. Error bars indicate standard deviation (*n* = 4). Asterisks denote data significantly different from MgCl_2_, Student’s *t*-test, *P* < 0.001. Plants were pretreated with buffer (MgCl_2_), *Pst avrRpt2*, or petiole exudate from MgCl_2_-infiltrated (Pex_MgCl2_) or *Psg avrB*-infected (Pex_*avrB*_) soybean plants. **b**–**d** SAR-associated metabolite levels in MgCl_2_ or *avrB* infected leaves of *Rpg1-b* soybean (*G. max*) plants at 24 h. **b** Glycerol-3-phosphate (G3P), **c** azelaic acid (AzA), and **d** salicylic acid (SA) levels. Error bars indicate standard deviation (*n* = 5). Asterisks denote data significantly different from MgCl_2_, Student’s *t*-test, *P* < 0.0001. **e**–**h** SAR-associated metabolite levels in leaves of MgCl_2_, U122 or U257 inoculated *Rj2 rfg1* soybean (*G. max*) plants. **e** G3P at 24 h, **f** AzA at 24 h, **g** total SA at 48 h, **h** electron spin resonance (ESR) spectrometry showing relative levels of free radicals at 24 h post rhizobia inoculation. Error bars indicate SD (*n* = 5). Asterisks denote significant differences from MgCl_2_, Student’s *t*-test, *P* < 0.005. **i** Bacterial counts of *Pst* DC3000 in *A. thaliana* (Col-0). LOG_10_ values of CFU ^ cm^2^-1 leaf area from infected leaves at 0 and 3 dpi are presented. Error bars indicate standard deviation (*n*  = 4). Asterisks denote data significantly different from MgCl_2_, Student’s *t*-test, *P* < 0.001. Plants were pretreated with MgCl_2_, *Pst avrRpt2*, or petiole exudate from U122_2_ (Pex_U122_) or U257 (Pex_U257_) inoculated soybean plants. Results are representative of three independent experiments.

### Rhizobia incompatibility induces distal transcriptional changes

To better understand the mechanism underlying incompatible rhizobia-induced systemic resistance, we compared transcriptional changes in the foliar tissue of *Rj2* plants inoculated with buffer (MgCl_2_), U122 or U257, using RNA-Seq analysis (Supplementary Fig. 6a). 

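For this comparison, leaf RNA of 3 mock-inoculated (buffer), 3 U122-inoculated and 3 U257-inoculated *Rj2* plant samples was sequenced, and the authors deposited the number of read pairs (fragments) they counted on each of 56044 soybean genes, without normalization. The sample labels give 24 h after inoculation as the time of sampling and an OD600 of 0.5 for the rhizobia, whereas the paper gives an OD600 of 0.2 under plant growth and 0.5 under systemic resistance. In the mock libraries, 14270130, 297977 and 35945042 fragments were counted on genes in replicates 1, 2 and 3. The U122 libraries held 37220089 to 41276320 fragments (median 38807761) and the U257 libraries 29479075 to 41216942 (median 33356881). In mock replicate 2, the 10 most abundant genes took 58.4% of the fragments, against 3.38% to 8.77% in the other 8 libraries, and 19997 genes had at least 1 fragment. A count of 0 in this library allows a level of up to 10.1 CPM (counts per 1000000 fragments), and of 0.0727 to 0.210 CPM in the others. These limits cover counting error only and are given before the scaling described below. Scaling raises the limit of mock replicate 2, where 2 fragments of 1 gene made 13.6 normalized CPM. No libraries held identical values, and all replicate pairs differed by more than the sampling noise (chi-square per degree of freedom from 12.4 to 345), so each library was treated as 1 replicate. Genes too low to test were removed by edgeR's default filter, which left 36309, the libraries were scaled by the TMM method, and 1 model of the 3 groups was fitted to all 9 libraries. U122 and U257 were each compared with mock and with each other.

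**Figure D1:**
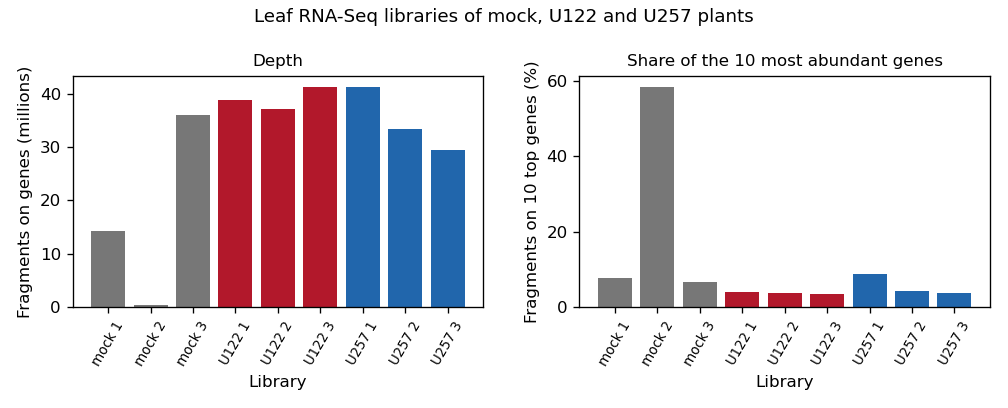
Fragments counted on genes, on an axis in units of 1000000 fragments, and the percentage of them on the 10 most abundant genes of each library, for the 9 libraries of mock (grey), U122 (red) and U257 (blue) plants. Each bar is 1 library; mock replicate 2 has the fewest fragments, 297977, and the largest share on 10 genes, 58.4%.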

Interestingly, despite the significant overlap in their transcriptional changes (Supplementary Fig. 6a, Supplementary Data 1 and 2), plants inoculated with compatible versus incompatible rhizobia showed completely opposite nodulation and systemic resistance phenotypes (Supplementary Fig. 4a, Fig. 2a). 

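With genes listed by the rule that the values of the paper's gene tables follow (an absolute log2 fold change of at least 2 and an unadjusted p of at most 0.05, by edgeR's quasi-likelihood test), 431 genes were induced and 1233 repressed in U122-inoculated against mock-inoculated plants. In U257-inoculated plants, 200 genes were induced and 249 repressed against mock. Of these, 136 induced and 190 repressed genes were common to both strains, whereas lists drawn independently from the tested genes would share 2.37 and 8.46 genes. The corresponding p-values of a one-sided Fisher's exact test were 6.8e-220 and 4.53e-229, but genes are not independent and both lists were made against the same 3 mock libraries. When all 9 libraries were simulated with no gene changed in any group, the lists of the 2 strains, 197 and 194 genes long at the median, shared a median of 54.5 induced genes (37 to 72 in 20 draws) and 8 repressed genes (5 to 15). Across the 36309 tested genes, the log2 fold changes in the 2 strains correlated with a Pearson's r of 0.775 and a Spearman's rho of 0.735, and the simulated libraries with no change gave a Pearson's r of 0.612 to 0.640. When U122 and U257 were set against different mock libraries, each fit gave 1 strain a single mock library. Where that library was mock replicate 2, with 297977 fragments, 0 induced and 5 or 52 repressed genes were shared, and Pearson's r was 0.0869 or 0.0305. In the other 4 fits, 39 to 64 induced and 10 to 68 repressed genes were shared, and r was 0.267 to 0.418. The number of shared genes also rested on single libraries: 510 induced genes were shared without mock replicate 3 and 69 without U257 replicate 3, and 530 repressed genes without U257 replicate 1 and 73 without mock replicate 2. The paper sets the overlap between the strains beside their opposite nodulation and systemic resistance phenotypes.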

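The response to U122 was also tested gene by gene. Of the genes on the U122 lists, 25.9% were induced and the others repressed. The gene with the lowest p among those named here was *Glyma.11G147800*, given in the paper's tables as a FASCICLIN-like arabinogalactan-protein, with 4.54 ± 1.02 normalized CPM (SD, n = 3) in U122-inoculated and 0.0901 ± 0.110 in mock-inoculated plants, a log2 fold change of 5.27 (standard error 0.73, adjusted p = 0.0832 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A second gene of that name, *Glyma.08G119600*, had 456 fragments in the 3 U122 libraries together and 0 in the 3 mock libraries. Against the limit of 3 fragments over the mock group, its mean level was at least 52.5-fold higher in U122-inoculated plants. The adjusted p was 0.0887. For *Glyma.03G252700*, a GDSL-like lipase, the fold change was -8.51 (standard error 2.04, adjusted p = 0.104), but its 3 mock libraries held 328, 34.0 and 2.04 normalized CPM, and without mock replicate 1 the value was -4.63. None of the 3 genes passed a false discovery rate of 0.05 by this test with all libraries, whereas all 3 did by edgeR's likelihood ratio test (adjusted p = 2.35e-09, 1.10e-06 and 0.000654 in the order given) and by DESeq2 (0.000346, 0.00242 and 9.61e-05). The *Psg* response that the paper compares was not analysed here.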

Importantly, despite significant overlap in metabolite accumulation, the transcriptional changes in response to incompatible rhizobia (Supplementary Data 3 and 4) did not significantly overlap with those observed in response to *Psg* infection^45^. Furthermore, genes associated with photosynthesis, photorespiration and primary metabolism are downregulated, and biotic stress and signaling related genes are induced in the systemic tissues of SAR-activated plants^46^. These trends were not observed in the foliar tissue of incompatible rhizobia-inoculated plants (Supplementary Data 3–6). Nonetheless, consistent with induction of SAR-associated chemicals, the transcriptional profiles induced in response to incompatible rhizobia did show some overlap with pathogen-induced responses such as induction of defense-related genes including pathogenesis-related 1 (*PR1*, SA marker), nitrate reductase (*NR*, NO biosynthesis), and several ROS detoxifying enzymes (data shown for dihydroflavanol reductase, *DFR*) (Supplementary Fig. 6b). 

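The paper's 6 gene tables give names to 872 genes, and words fixed in advance were looked up in those names. For photosynthesis, 24 genes were found, all in Supplementary Data 4 and 0 in Supplementary Data 3. All 24 had a lower level in U122-inoculated than in mock-inoculated plants, with a median log2 fold change of -2.28 (range -6.48 to -1.62). All 24 were also lower in U257-inoculated than in mock-inoculated plants, with a median of -0.40, and the U257 libraries differed: relative to the U122 mean, the median log2 level was 2.80, 1.14 and 0.88 in U257 replicates 1 to 3 and 2.61, 1.33 and 2.35 in mock replicates 1 to 3. Leaving out any of the 9 libraries, or using DESeq2, other scaling factors or other filters, kept all 24 lower after U122. For biotic stress, 24 genes were found, of which 16 were lower and 8 higher after U122 inoculation (median -1.93), and 13 of the 24 were lower after U257 (median -0.73). The mock libraries differed here: relative to the U122 mean, their median log2 level was 2.3, -1.11 and 2.13 in replicates 1 to 3. In U257 replicates 1 to 3 it was -0.736, 1.38 and 0.448. For signaling, 10 of 14 genes were higher and 4 lower after U122 (median 2.03). After U257, 3 of the 14 were lower (median 1.30), and between U122 and U257 the median was 0.38, with 6 lower after U122. These medians pool U257 libraries that differed: relative to the U122 mean, replicates 1 to 3 were at -1.62, -0.151 and -0.0436. Mock replicates 1 to 3 were at -1.76, -2.18 and -1.3. The names held 0 genes for photorespiration and 0 for primary metabolism. Because the study chose these genes on the same libraries, no test of the sets was made, and the counts describe the tables rather than all genes of each function. The paper states that the trends of SAR-activated plants were absent from these leaves.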

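In the RNA-Seq libraries, *PR1* (*Glyma.13G251600*) had 0 fragments among 271870217 counted in all 9 libraries. That allows a level of up to 0.0110 CPM if reads of this gene could be counted. Whether they could is not known, since *PR1* lies in a run of 12 consecutive genes that all had 0 fragments. Reads that mapped to more than 1 place were not counted by the authors, so transcripts shared with near-identical genes would not be seen for *PR1*, *NR* or *DFR*. For *NR* (*Glyma.14G165000*), 691, 2 and 453 fragments were counted in the mock libraries, 4, 2 and 5 in the U122 libraries and 5076, 2 and 160 in the U257 libraries. Its normalized level was 25.2 ± 20.6 CPM (SD, n = 3) after mock and 0.0772 ± 0.0288 CPM after U122 inoculation, a log2 fold change of -8.40 (standard error 2.14, adjusted p = 0.111 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all tested genes). After U257 inoculation the level was 47.6 ± 78.4 CPM, and the log2 fold change against mock of 0.80 (standard error 1.55) became -3.56 without U257 replicate 1. *DFR* (*Glyma.17G173200*) had 211, 0 and 501 fragments in the mock libraries, 0 in each U122 library and 1, 484 and 1 in the U257 libraries. With the limit of 3 fragments over the U122 group, the mean level of *DFR* was at least 460-fold lower in U122-inoculated than in mock-inoculated plants (adjusted p = 0.126 by the same test) and at least 197-fold lower than in U257-inoculated plants. The second comparison rests on U257 replicate 2, without which the U257 group held 2 fragments. *DFR* was among 12 genes that were on (at least 2 CPM) in mock replicates 1 and 3 and U257 replicate 2. These genes were off (at most 0.1 CPM) in the U122 libraries and U257 replicates 1 and 3. Mock replicate 2 had 0 fragments on the 12 genes, with 9.86 expected. The split divided the U257 libraries, so it did not follow inoculation alone, and its cause was not decided. Adjusted over the list alone, which has 2 testable genes, p was 0.00459 for both *NR* and *DFR* in U122 against mock. As the study named these genes when reporting the same libraries, this is not independent evidence. By edgeR's likelihood ratio test, both genes passed a false discovery rate of 0.05 as lower after U122. Of 12 genes that the paper's tables name with words for ROS detoxification, 5 were higher and 7 lower in U122-inoculated than in mock-inoculated plants. The paper states induction of *PR1*, *NR* and *DFR* from qRT-PCR (Supplementary Fig. 6b), and reads it as an overlap with pathogen-induced responses.

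**Figure D2:**
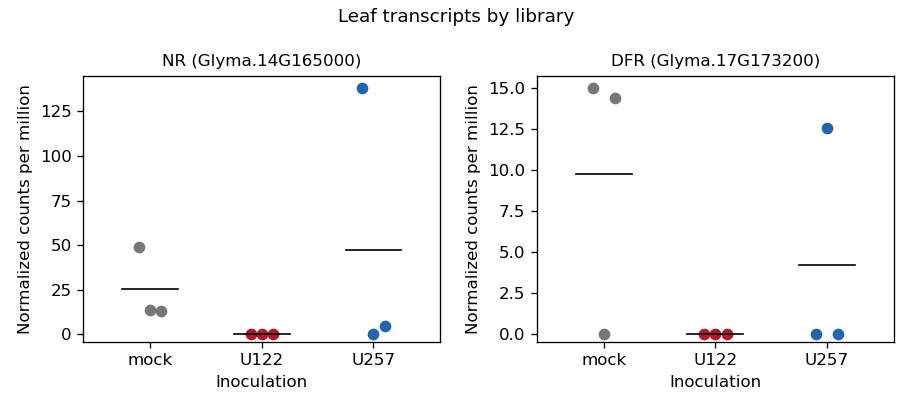
Normalized CPM of *NR* and *DFR* in the leaves of mock, U122 and U257 plants. Points are the 3 libraries of each group and lines their means; the 3 U122 libraries lie at 0.0987 CPM or less for *NR* and at 0 for *DFR*.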

Notably, U122 inoculation also induced a putative G3P dehydrogenase (G3Pdh) *Glyma02g38310* in leaf tissue (Fig. 4a), implicating a role for G3P in U122-mediated foliar resistance and/or root nodulation. *Glyma02g38310* transcripts were expressed in both foliar and root tissues of soybean plants (Supplementary Fig. 7a) and *Glyma02g38310* complemented the growth defects of the yeast G3Pdh mutant *gpd1* (Supplementary Fig. 7b). This indicated that Glyma02g38310 is a functional G3Pdh.

**Fig. 4:**
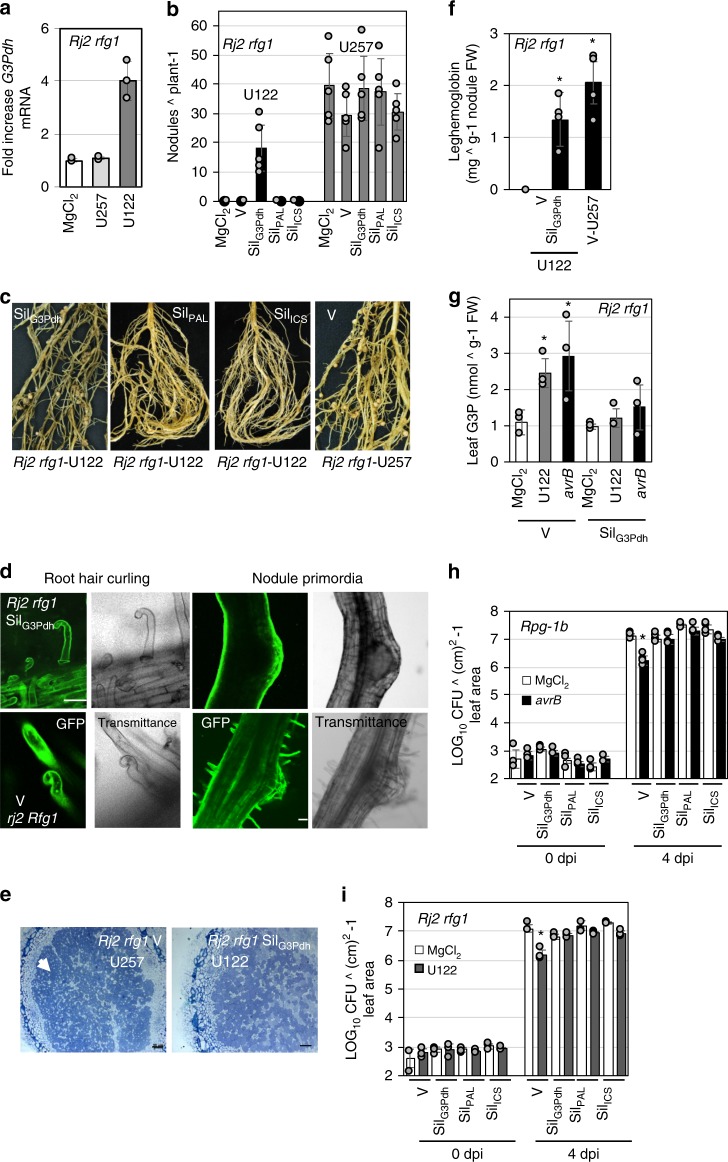
Glycerol-3-phosphate is essential for incompatible rhizobia-induced systemic resistance. **a** Fold increase in mRNA levels of *Glyma02g38310* in the leaves of buffer (MgCl_2_), U257 or U122-inoculated *Rj2 rfg1* soybean plants. Error bars indicate SD (*n*  = 3). Asterisks denote data significantly different from MgCl_2_, Student’s *t*-test, *P* < 0.0001. **b** Average number of nodules produced by U122 or U257 on *Rj2 rfg1* plants inoculated with MgCl_2_, control VIGS vector (V), or knocked down for G3Pdh (Sil_G3Pdh_), PAL (Sil_PAL_) and ICS (Sil_ICS_). Error bars indicate SD (*n* = 15). Asterisks denote significant differences from mock, Student’s *t*-test, *P* < 0.0001. Black circles on *x*-axis indicates absence of nodules. **c** Root morphology and nodule phenotypes of U122-inoculated *Rj2 rfg1* Sil_G3Pdh_, Sil_PAL_ or Sil_ICS_ plants at 2 weeks post inoculation. **d** Root hair curling, infection thread (white arrow) and nodule primordia formation in V or Sil_G3Pdh_ plants (*rj2 Rfg1* or *Rj2 rfg1*, respectively) at 2 (root hair curling) or 6 (nodule primordia) days post inoculation (dpi) with U122. Micrographs (×40 magnification) of STYO^®^13 stained roots observed under GFP and transmittance channels are shown. Scale bars represent 270 microns. **e** Micrographs (×40) of trypan blue stained nodules isolated from V or Sil_G3Pdh_ plants (*Rj2 rfg1*) infected with U257 or U122, respectively, showing presence of live bacteria (white arrowhead). Scale bars represent 30 microns. **f** Leghemoglobin levels in V or Sil_G3Pdh_ plants (*Rj2 rfg1*) inoculated with U122 or U257. Error bars indicate SD (*n* = 3). Asterisks denote significant differences from U122-inoculated V, *t*-test, *P* < 0.0001. **g** G3P levels in leaves of V and Sil_G3Pdh_ plants (*Rj2 rfg1*) after leaf infiltration with MgCl_2_ or *Psg avrB* or root inoculation with U122. Asterisks denote data significantly different from MgCl_2_, Student’s *t*-test, *P* < 0.0001. **h**, **i** Bacterial counts of *Psg Vir* in V, Sil_G3Pdh_, Sil_PAL_ or Sil_ICS_ plants (*Rpg1-b* or *Rj2 rfg1*). LOG_10_ values of colony forming units (CFU) ^ cm^2^-1 leaf area from *Psg Vir* infected leaves at 0 and 4 days post inoculation (dpi) are presented. Error bars indicate standard deviation (*n* = 4). Asterisks denote data significantly different from MgCl_2_-treated plants of corresponding genotype, Student’s *t*-test, *P* < 0.001. **h** Plants were leaf-infiltrated with MgCl_2_ or *Psg avrB* followed by *Psg Vir* inoculation on systemic leaves. **i** Plants were root-inoculated with MgCl_2_ or incompatible U122 followed by *Psg Vir* inoculation on leaves. Results are representative of two-four independent experiments.

### Rhizobia incompatibility requires glycerol-3-phosphate

The above results prompted us to investigate the role of G3P in nodulation. We also examined whether SA contributed to *Rj2* incompatibility against U122 because G3P and SA function in two parallel branches of the SAR pathway (Supplementary Fig. 1^32^). SA biosynthesis is regulated by ICS (isochorismate synthase) and PAL (phenylalanine ammonia lyase) enzymes, both of which play an equally important role in SA biosynthesis in soybean^47^. Knockdown of *ICS* or *PAL* expression (Supplementary Fig. 2) did not alter *Rj2*-mediated incompatibility to U122 or compatibility to U257 (Fig. 4b, c). Interestingly, however, G3Pdh knockdown (Sil_G3Pdh_) *Rj2* plants (Supplementary Fig. 8a) did produce nodules in response to the incompatible U122 (Fig. 4b, c). The Sil_G3Pdh_ plants expressed wild-type-like levels of *Rj2* or *Rfg1* in their roots (Supplementary Fig. 8b), suggesting that the breakdown of rhizobium incompatibility was not due to altered expression of *R* genes. Microscopic analysis of the infection process showed that U122-induced root hair deformations, infection thread formation, and cortical cell division in *Rj2 rfg1* Sil_G3Pdh_ plants similar to that in *rj2 Rfg1* V plants, indicative of a fully compatible interaction (Fig. 4d). The U122-infected *Rj2 rfg1* Sil_G3Pdh_ plants were comparable to *rj2 Rfg1* V plants in terms of the extent of root hair curling and nodule primordia per cm root as well as their nodule density per root, nodule size and the average number of nodules per plant (Fig. 4b, Supplementary Fig. 9). Furthermore, viable bacteria were detected in the fully formed nodules on U122-infected *Rj2 rfg1* Sil_G3Pdh_ roots, similar to U257-infected *Rj2 rfg1* V roots (Fig. 4e). The Sil_G3Pdh_ nodules expressed transcripts for the bacterial dinitrogenase reductase gene *nifH1*^48^ (Supplementary Fig. 10a), and accumulated the hemoprotein leghemoglobin (regulates oxygen levels to promote nitrogenase activity and bacterial growth in the nodules) (Fig. 4f). This correlated with the increased expression of nodulation-specific genes like *ENOD40A*, *NIN2A*, and *ERN1b* (upregulated specifically during nodulation^49–52^) in *Rj2 rfg1* Sil_G3Pdh_ roots inoculated with U122 within 24 h (Supplementary Fig. 10b).

The compatibility phenotype of *Rj2 rfg1* Sil_G3Pdh_ plants with U122 was associated with their inability to accumulate leaf G3P in response to U122 infection (Fig. 4g). As expected, the Sil_G3Pdh_ plants were also defective in *Psg avrB*-induced leaf G3P accumulation (Fig. 4g). Consistent with the importance of SA and G3P in SAR, the Sil_ICS_, Sil_PAL_ and Sil_G3Pdh_ plants were defective in the onset of both pathogen- and incompatible rhizobia-induced SAR (Fig. 4h, i). There was no significant change in the number or size of nodules produced by compatible rhizobia on Sil_G3Pdh_ plants in the *Rj2, Rfg1* or *rj2 rfg1* backgrounds (Fig. 4b, Supplementary Fig. 11). Together, these data showed that G3Pdh-derived G3P is essential for *Rj2/Rfg1*-mediated strain-specific exclusion of incompatible rhizobia, whereas both SA and G3P were required for *Psg avrB*- or U122-induced systemic immunity. However, the specific rhizobium infection stage at which G3P enables *Rj2/Rfg1*-incompatibility is unclear.

### Rhizobia incompatibility induces G3P accumulation in vascular exudate

We next asked if systemic signaling in response to incompatible rhizobia was associated with G3P accumulation in the vascular tissue. We assayed G3P levels in the exudate collected from leaf (Pex) or roots (Rex) of U122-inoculated plants. Inoculation with U122-induced G3P in both Pex and Rex collected from *Rj2* plants (Fig. 5a). In contrast, Pex and Rex did not show any increase in either AzA or SA (Supplementary Fig. 12). Application of Rex from U122-treated *Rj2* plants (Rex_U122_) on the leaves of a fresh set of soybean plants induced systemic resistance against *Psg Vir* (*Psg Vir* was infiltrated into leaves distal to those infiltrated with Rex_U122_), whereas Rex from U257-treated *Rj2* plants (Rex_U257_) did not (Fig. 5b). The Rex_U122_-induced systemic resistance was as robust as that induced by Pex from *Psg avrB*-infected plants (Pex_*avrB*_). Importantly, neither heat nor proteinase K treatments diminished the systemic resistance inducing activity of Rex_U122_ (Fig. 5c), suggesting the involvement of non-proteinaceous components in this response. As expected, Sil_G3Pdh_ plants were defective in both pathogen- and incompatible rhizobia-induced G3P accumulation in Pex/Rex (Fig. 5d). However, Rex from Sil_G3Pdh_ plants was able to confer systemic resistance in a fresh set of wild-type soybean plants (Rex_U122_ from Sil_G3Pdh_ plants was infiltrated into leaves of wild-type plants followed by *Psg Vir* infection in distal leaves) (Fig. 5e). Together, these results suggested that the root induced signal associated with the induction of foliar resistance was unlikely to be G3P.

**Fig. 5:**
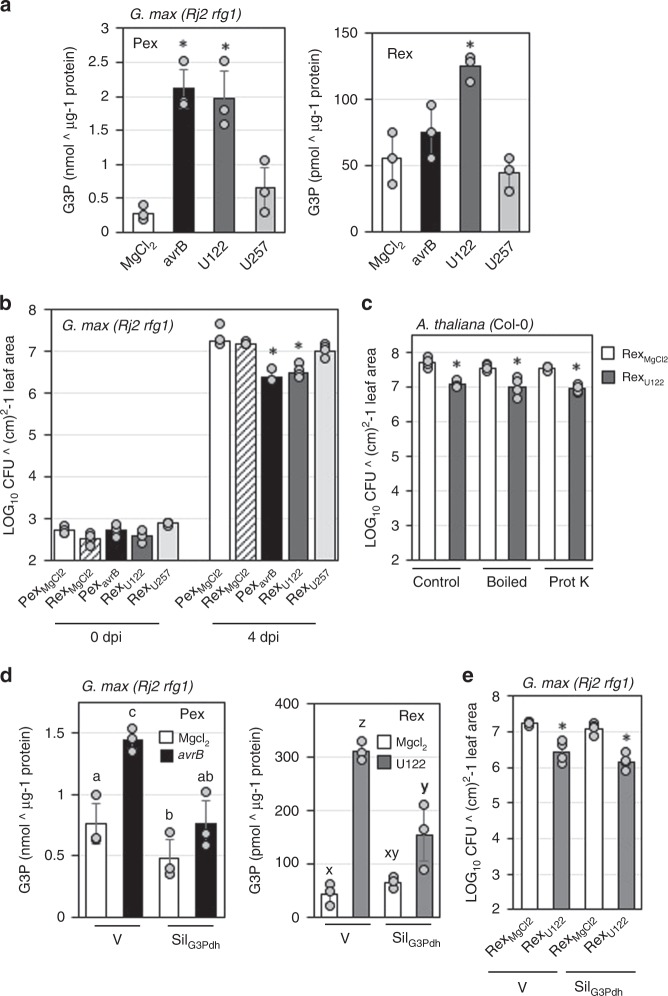
Glycerol-3-phosphate accumulates in the vascular exudates of soybean plants in response to incompatible rhizobia. **a** G3P levels in petiole (Pex) or root (Rex) exudate of *Rj2 rfg1* plants 24 h post inoculation with buffer (MgCl_2_), compatible (U257), incompatible (U122) rhizobia, or *Psg avrB* (*avrB*). Asterisks denote significant differences from MgCl_2_ of corresponding genotype, Student’s *t*-test, *P* < 0.0001 (*n* = 4). **b**, **c** *Psg Vir* counts presented as LOG_10_ values of colony forming units (CFU) ^ cm^2^-1 leaf area from infected leaves at 0 and 4 days post inoculation (dpi). Error bars indicate standard deviation (*n* = 4). Asterisks denote data significantly different from corresponding MgCl_2_, Student’s *t*-test, *P* < 0.001. **b** Pex or Rex from buffer (Pex/Rex_MgCl2_)_,_ U122 (Rex_U122_), or *Psg avrB* (Pex_*avrB*_) inoculated *Rj2 rfg1* plants was leaf-infiltrated in a fresh set of *Rj2 rfg1* plants followed by *Psg Vir* inoculation on systemic leaves 48 h later. **c** Untreated (control), boiled, or proteinase K-treated (Prot K) Rex _MgCl2/U122_ was leaf-infiltrated in *A. thaliana* plants (Col-0) followed by *Pst Vir* inoculation on systemic leaves. **d** G3P levels in Pex or Rex of V and Sil_G3Pdh_ *Rj2 rfg1* plants 24 h post inoculation with MgCl_2_, *avrB*, or U122. Letters denote significant differences based on two-way ANOVA in SAS (*P* < 0.05 after Tukey correction). **e** *Psg Vir* counts presented as LOG_10_ values of (CFU) ^ cm^2^-1 leaf area from infected leaves at 0 and 4 dpi. Error bars indicate standard deviation (*n* = 4). Asterisks denote data significantly different from corresponding mock, Student’s *t*-test, *P* < 0.001. Rex_MgCl2/U122_ from V (plants infected with control VIGS vector) or Sil_G3Pdh_ (*GmG3Pdh* knockdown) *Rj2 rfg1* plants was leaf-infiltrated in wild-type *Rj2 rfg1* or *rj2 rfg1* plants followed by *Psg Vir* inoculation on systemic leaves. Results are representative of two-four independent experiments.

### Foliar G3P is essential for rhizobia incompatibility

Root inoculation with incompatible rhizobia-induced systemic resistance, which was associated with foliar accumulation of G3P. Therefore, we tested if systemic G3P accumulation was important for rhizobium incompatibility using grafting assays. Grafting between *Rj2* and *rj2* scions and rootstocks showed that incompatibility was determined by the genotype of the rootstock; U122 only produced nodules on *rj2* rootstocks, regardless of the scion genotype (*Rj2* or *rj2*). Conversely, U122 did not produce any nodules on *Rj2* rootstocks regardless if they were grafted to *Rj2* or *rj2* scions (Fig. 6a). This was also true for U122-induced systemic resistance. Inoculation with U122 on *Rj2* rootstocks grafted to either *Rj2* or *rj2* scions induced foliar resistance to *Psg*, but not when U122 was inoculated on *rj2* rootstocks grafted to *Rj2* or *rj2* scions (Fig. 6b). Thus, root genotype was important for excluding incompatible rhizobia as well as induction of foliar resistance.

**Fig. 6:**
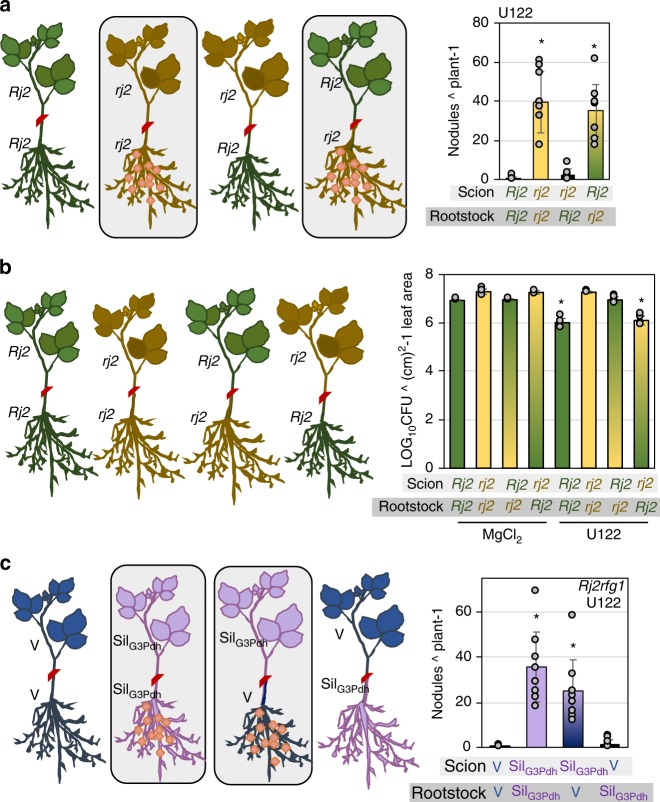
Leaf-derived G3P is required for root exclusion of incompatible rhizobia. **a** Average number of nodules produced by U122 on grafts between *Rj2* and *rj2* genotypes. Genotype of rootstocks and scions are indicated in gray boxes below the *x*-axis. Boxed panels indicate grafts that produced nodules in response to U122. **b** *Psg Vir* counts on *Rj2* and *rj2* grafts pretreated (root) with buffer (MgCl_2_) or U122. *Psg Vir* was inoculated on scions 48 h after pretreatment of rootstocks with U122. LOG_10_ values of (CFU) colony forming units (cm) 2^-1 leaf area from infected leaves at 0 and 4 days post inoculation (dpi) are presented. Error bars indicate standard deviation (*n* = 4). Asterisks denote significant difference between mock and U122 plants of corresponding genotypes, Student’s *t*-test, *P* < 0.005. **c** Average number of nodules produced by U122 on grafts between control VIGS vector inoculated (V) and G3Pdh knockdown (Sil_G3Pdh_) *Rj2* plants. Asterisks denote significant differences from V × V grafts, *t*-test, *P* < 0.001.

We then generated grafts between *Rj2* V and *Rj2* Sil_G3Pdh_ rootstocks and scions followed by root inoculation with U122. qPCR analysis showed appropriate gene-silencing specificity; *GmG3Pdh* was knocked down specifically only in the Sil_G3Pdh_, but not V, rootstocks or scions (Supplementary Fig. 13). As expected, U122 produced nodules on *Rj2* Sil_G3Pdh_ rootstocks grafted to *Rj2* Sil_G3Pdh_ scions but not on *Rj2* V rootstocks grafted to *Rj2* V scions (Fig. 6c). This indicated that knockdown of *G3Pdh* expression was able to inhibit *Rj2-*mediated exclusion of U122 in graft tissue. Interestingly, U122 produced nodules on *Rj2* V rootstocks grafted to *Rj2* Sil_G3Pdh_ scions, but not when *Rj2* Sil_G3Pdh_ rootstocks were grafted to *Rj2* V scions (Fig. 6c). Together these data suggested that G3P production in the leaves was important for strain*-*specific exclusion of incompatible rhizobia, although recognition of incompatibility occurred in the root.

### Incompatible rhizobia induce shoot to root transport of G3P

In order for leaf-derived G3P to contribute to the exclusion of incompatible rhizobia in the root, G3P produced in the leaves must be transported to the root. We tested this using exogenous G3P application assays. Leaf infiltration of G3P neither affected the incompatibility of U122, nor compatibility of U257 on *Rj2* plants (Fig. 7a). Likewise, G3P did not alter the compatibility of U122 on *rj2* plants (Fig. 7a, right panel). However, G3P infiltration did inhibit U122 nodulation on *Rj2* Sil_G3Pdh_ plants; U122 produced significantly fewer nodules on G3P-infiltrated versus MgCl_2_-infiltrated *Rj2* Sil_G3Pdh_ (Fig. 7b). These results supported the notion that leaf G3P was transported to root only in response to incompatible rhizobia, where it inhibited root nodulation. To test this further, we assayed the accumulation of ^14^C in the roots of rhizobia-inoculated plants that were leaf-infiltrated with ^14^C-G3P. The extent of G3P transport was measured as the amount of ^14^C detected in stem or root extracts 48 h post inoculation with incompatible rhizobia. Interestingly, significantly more ^14^C was detected in both stem and roots of plants inoculated with incompatible than with compatible rhizobia (Fig. 7c). Whole plant imaging studies also showed ^14^C in the stem and roots of incompatible rhizobia-, but not compatible rhizobia-inoculated plants, that were leaf-infiltrated with ^14^C-G3P (Fig. 7d). Thin-layer chromatography (TLC) of their root extracts showed that G3P was transported as one or more derivatives (Fig. 7e) and that some of it was converted to glycerol (black arrowhead) likely due to G3P phosphatase activity^30^. Notably, however, pathogen infection resulted in negligible root transport of G3P as compared with incompatible rhizobia and consequently foliar pathogen (*Psg avrB*) infection was unable to inhibit root nodulation by compatible rhizobia (Supplementary Fig. 14). Importantly, the TLC separated G3P and derivatives from root extracts were able to induce systemic resistance when infiltrated into Arabidopsis plants (Fig. 7f).

**Fig. 7:**
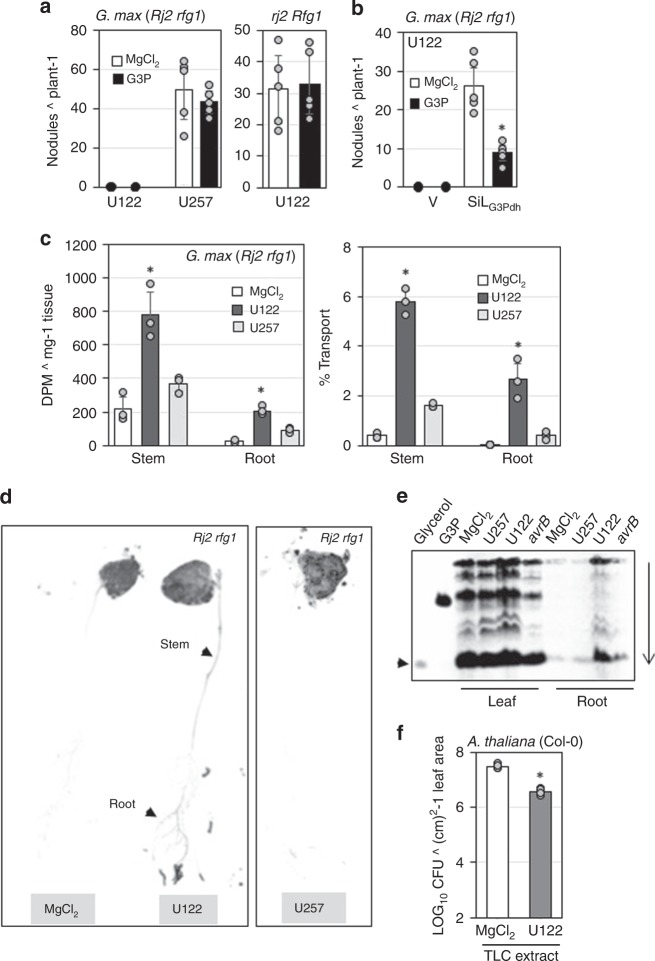
Incompatible rhizobia induce shoot to root transport of G3P. **a**, **b** Average number of nodules produced by U122 or U257 on **a** wild-type, **b** control VIGS vector inoculated (V) or G3Pdh knockdown (Sil_G3Pdh_) *Rj2 rfg1* plants, that were leaf-infiltrated with MgCl_2_ or G3P 24 h after rhizobia inoculation. Black circles on *x* axis indicates absence of nodules. **c** Quantification of radioactivity (left panel) and percentage ^14^C-G3P transported (right panel) to stem and roots of *Rj2 rfg1* plants that were root-inoculated with buffer (MgCl_2_), U122 (incompatible), or U257 (compatible) followed by leaf infiltration with ^14^C-G3P. ^14^C levels were measured 48 h later. **d** Autoradiograph of *Rj2 rfg1* seedlings that were root-inoculated with MgCl_2_, U122 or U257 followed by ^14^C-G3P infiltration in leaves. Images were obtained 24 h post ^14^C-G3P infiltration. **e** Autoradiograph of thin-layer chromatogram (TLC) of leaf and root extracts prepared from plants that were root-inoculated with MgCl_2_, U122 or U257 followed by leaf infiltration with ^14^C-G3P. ^14^C-G3P and ^14^C-glycerol were loaded as controls. The extracts were prepared 48 h post rhizobia inoculation and chromatographed on a cellulose plate. Vertical arrow indicates direction of run. Arrowhead indicates glycerol. **f** *Pst Vir* counts in leaves of *Arabidopsis thaliana* (Col-0) plants that were pre-infiltrated with TLC separated root extracts from MgCl_2_ or U122-inoculated *Rj2 rfg1* soybean plants as in (**e**). Root extracts from *Rj2 rfg1* plants inoculated with MgCl_2_ or U122 (root) were separated on TLC. TLC extracts were infiltrated into *A. thaliana* plants followed by *Pst Vir* inoculation on systemic leaves, 48 h later. LOG_10_ values of colony forming units (CFU) ^ cm^2^-1 leaf area are presented. Error bars indicate standard deviation (*n* = 4). Asterisks denote data significantly different from corresponding mock, Student’s *t*-test, *P* < 0.005. Results are representative of two-four independent experiments.

## Discussion

Based on the data presented, we hypothesize that inoculation of incompatible rhizobia (do not make nodules) results in the generation of a non-proteinaceous, heat tolerant signal other than G3P, which is transported from the root to the shoot, where it induces G3P biosynthesis. G3P translocates back to the roots as G3P and one or more derivatives and restricts nodulation by undesirable rhizobia. The underlying pathway overlaps with SAR signaling because it involves the accumulation of ROS, AzA, G3P, and SA in the foliar tissue and knockdown of G3P biosynthesis compromises both incompatible rhizobia and pathogen-induced systemic resistance. Thus, the incompatible rhizobia-mediated systemic signaling is distinct from induced systemic resistance, which is typically activated in response to infection by select compatible strains of plant growth-promoting organisms like *Pseudomonas, Bacillus*, *Trichoderma*, and mycorrhiza species^53^. We propose that a unique root-shoot-root signaling pathway, mediated in part by G3P, provides protection against foliar pathogens while restricting root colonization by less-desirable symbionts.

## Methods

### Plant growth conditions

Soybean (*Glycine max* (L.) Merr.) cvs L76-1988 (*Rj2 rfg1*), L82-257 (*rj2 Rfg1*) Harosoy (*Rpg1-b*), and Peking (*rj2 rfg1*) were grown in the green house with day and night temperatures of 25 and 20 °C, respectively. L76-1988 also has the *Rpg1-b* genotype based on pathogenicity assays with *Psg avrB*. Plants were grown in sterile vermiculite or in steamed soil and roots of plants (V1 stage^54^) were inoculated with *B. japonicum* USDA122 or *S. fredii* USDA257 (0.2 OD_600_). Nodulation phenotypes were recorded 2 weeks post inoculation by uprooting plants and counting nodules. Microscopic analyses of nodule development was done using light microscopy (×40) or confocal microscopy of roots treated with the cell-permeant green florescent nucleic acid-binding dye STYO^®^13^55^. Briefly, U122-infected soybean roots were harvested at 2 or 3 dpi (root hair curling) and 6 dpi (nodule primordia) and washed with 50 mM PIPES buffer (pH 7.0). Roots were then stained with STYO^®^13 (1 μl in 10 ml 50 mM PIPES buffer) for 15 mins. ×40 images were obtained using laser scanning confocal microscopy. Root hair curling and nodule primordia counts were done using light microscopy (×40) of secondary roots ~10 cm away from the root-shoot junction. Root hair curling measurements were made for at least 3 cm per root with approximately six plants per genotype. Nodule primordia measurements were made for 2–6 cm per root for approximately six plants per genotype.

Nodulation-specific gene expression was recorded by harvesting root tissue for RNA extraction. For silencing experiments, soybean seedlings at VC stage were inoculated with recombinant Bean pod mottle virus (BPMV) vectors and confirmation of silencing was carried out using qPCR^38–41^. Plants inoculated with a VIGS vector containing a non-specific sequence (V^38^) were used as control for all VIGS-related experiments.

### Pathogen strains and inoculations

*Pseudomonas syringae* pv. *glycinea* race four expressing AvrB^56^, via the broad host range plasmid pDSK519 was used. The strain expressing the empty pDSK519 plasmid was used as *Vir* control. *Psg* strains were grown on King’s B medium at 28 °C, supplemented with rifampicin 50 mg ml^−1^ plus kanamycin 50 mg ml^−1^. *Psg* inoculation of soybean was done using pressure infiltration^47^ and bacterial proliferation was monitored at 0 and 4 dpi. Mock inoculations were carried out with 10 mM MgCl_2_ in 0.04% Silwett L-77. Results are representative of three to four independent repeats, unless noted otherwise. For pathogen-induced SAR in soybean, leaves of V1 plants were infiltrated with either MgCl_2_ or *Psg avrB* (10^7^ CFU ml^−1^). Forty eight hours later, the systemic leaves were infiltrated with *Psg Vir* (10^5^ CFU ml^−1^). Growth of *Psg Vir* was monitored at 0 and 4 dpi^46^. For rhizobia-induced systemic resistance, soybean roots were inoculated with 0.5 OD of compatible or incompatible rhizobia. Forty eight hours later, leaves were infiltrated with *Psg Vir* (10^5^ CFU ml^−1^) and growth was monitored at 0 and 4 days post inoculation (dpi). For SAR analysis in Arabidopsis, 4-week old Arabidopsis plants (Col-0) were leaf-infiltrated with buffer (MgCl_2_), *Pst avrRpt2* (10^7^ CFU ml^−1^), or petiole exudate from leaves of *Psg avrB*-infected/MgCl_2_-infiltated soybean plants. Forty eight hours later, the systemic leaves were infiltrated with *Pst* DC3000 (10^5^ CFU ml^−1^). Growth of *Pst* DC3000 was monitored at 0 and 3 dpi^30^.

### Generating gene knockdown vector and knockdown plants

*GmG3Pdh* gene sequence (225 bp fragment encoding the W83-E157 region of GmG3Pdh, primer sequences in Supplementary Table 1) was cloned into pGG7R2V using sequence-specific primers linked to *Bam*HI (forward primer) and *Msc*I (reverse primer) sites and ligated to the *Bam*HI/*Msc*I digested pGG7R2V. pGG7R2V is the cloned RNA2 of Bean Pod Mottle Virus^38^. The recombinant RNA2 was in vitro transcribed and inoculated along with in vitro transcribed RNA1 of a mild (Hancock) BPMV strain. Once infectious virus had established on the plant and silencing of target gene was confirmed, infected tissue was freeze-dried and used as inoculum for subsequent inoculations. For each new inoculation silencing was confirmed before performing the specific experiment. Virus/transcripts were inoculated on the first true leaves at VC stage.

### RNA extraction and quantitative RT-PCR

RNA from leaf/root tissues of soybean plants at V2/V3 growth stage was extracted using the TRIzol reagent (Invitrogen, Carlsbad, CA), per manufacturer’s instructions. Reverse transcription (RT) and first strand cDNA synthesis were carried out using Superscript II (Invitrogen, Carlsbad, CA). Two to three independent RNA preparations were analyzed by quantitative RT-PCR to evaluate relative differences in transcript levels. Primers were designed to amplify gene specific PCR products of <200 bp in size. Actin was employed as an internal control to normalize the cDNA. qRT-PCR was carried out in 96-well plate using SYBR Green Mix^47^. Cycle threshold values were calculated by SDS 2.3 software. Gene expression was quantified using the relative quantification (ΔCt) method^57^. Each sample or treatment was tested in at least three biological repeats and the same experiment was performed twice. Primers used for qPCR analysis are listed in primer sequences in Supplementary Table 1.

### Grafting in soybean

Grafting was done in plants at V1 stage. Cotyledonary node and cotyledonary leaf (unifoliate leaf) was removed from the rootstock. Then, rootstalk above cotyledons axis was split vertically and grafted with a wedge-shaped scion bearing the developing leaf shoot. Grafts were secured in place by wrapping with parafilm. Grafted plants were covered with paper bags with holes and sprayed with water at 2–3 h intervals for a week. After week-long acclimatization, paper bags were replaced by transparent plastic bags, which were removed gradually over the course of the second week. Grafts were root-inoculated with rhizobia or leaf inoculated with *Psg Vir*. Gene silencing was assessed by quantitative RT-PCR analysis of RNA from scion (leaf) and rootstock (root) tissue.

### G3P quantifications, and mobility assays

G3P^58^ was extracted from ~1 g leaf tissues. Leaf tissue was frozen in liquid nitrogen and homogenized in 5 mL 80% (v/v) ethanol containing 100 µM 2 deoxy-glucose as an internal standard. The extracts were analyzed on ICS3000 high-performance liquid chromatography (HPLC) fitted with PA1 column (Dionex Inc., IL).

For *in planta* G3P mobility assays, soybean seedlings were root-inoculated with 25 mL of 0.5 OD_600_ U122 or U257. Twenty four hours later, unifoliate leaves were infiltrated with 80 µM of ^14^C-G3P. For *Psg avrB*-induced G3P mobility assays, *Psg avrB* (10^7^ CFU ml^−1^) was co-infiltrated with ^14^C-G3P into leaves followed by sampling of leaf, stem and root tissue sampled 24 h later. For ^14^C quantification, tissue was weighed and ^14^C extractions were done in 300 µl of water. Amount of ^14^C in the extract was quantified using a liquid scintillation analyzer. For thin-layer chromatography (TLC), samples were run on pre-coated cellulose plates (0.1 mm; EM Laboratories) using n-butanol:acetic acid:water (2:1:1 vol) and autoradiographed using Typhoon PhosphorImager. For whole plant imaging, leaves were infiltrated with ^14^C-G3P or ^14^C-G3P + *Psg avrB* (10^7^ CFU ml^−1^), and whole seedlings were autoradiographed 24 h post leaf infiltration. For bioactivity of TLC separated G3P derivatives, root extract from U122-inoculated *Rj2* plants infiltrated with cold G3P was run parallel to extract from ^14^C-G3P-infiltrated plants. Cold G3P TLC lane corresponding to the ^14^C-G3P run was eluted using n-butanol:acetic acid:water (2:1:1 by vol), dried under a stream of nitrogen gas and resuspended in ~500 μl ml^−1^ of deionized water. This was infiltrated in leaves of Arabidopsis plants followed by infiltration of *Pst* DC3000 (10^5^ CFU ml^−1^) on systemic leaves 48 h later. Growth of *Pst* DC3000 was monitored at 0 and 3 dpi.

### Preparation of and treatments with petiole/root exudate

Petiole exudates^58^ were collected from soybean plants (*Rj2*) induced for SAR either by root inoculation with U122/U257 (0.5 OD_600_) or by foliar infiltration of *Psg avrB* (10^7^ CFU ml^−1^). Twenty four hours later, petioles and roots were excised, surface sterilized in 50% ethanol and 0.0006% bleach, rinsed in sterile 1 mM EDTA and submerged in 20 ml of 1 mM EDTA and 100 µg/ml ampicillin. Petiole and root exudates were collected over 48 h and infiltrated into healthy Arabidopsis plants (Col-0) for SAR measurement. For proteinase K treatments, petiole exudate from U122-inoculated *Rj2* plants was incubated with 60 µg/ml proteinase K for 2 h at 37 °C. For heat treatment, petiole exudate from U122-inoculated *Rj2* plants was incubated for 30 min in a boiling water bath.

### SA, ROS, AzA, quantification

SA was extracted and measured from ~100 mg of fresh weight (FW) tissue^58^. Plant tissue was homogenized in 90% methanol, the homogenate centrifuged and the pellet was reextracted using 100% methanol. The pooled supernatant was dried under N_2_ gas, resuspended in 5% trichloroacetic acid (2.5 mL), incubated on a shaker for 30 min. Free and conjugated SA were separated in the organic and aqueous phases, respectively, via organic extraction with two volumes of ethylacetate-cyclopentane-isopropanol (50:50:1) and separated using high-performance liquid chromatography.

AzA was extracted and measured from ~150 mg FW tissue^58^. Briefly, tissue was homogenized in 1 ml of chloroform:methanol (2:1 v/v), containing 5 µg sebasic acid as an internal standard. Two hundred microliters of glacial acetic acid and 1 ml of 0.9% KCl were added to the homogenate, vortexed vigorously for 5 s and centrifuged for 1 min. The lower phase was collected in a new glass tube and reextracted with 1 ml of chloroform. The extracts were methylated with 4.8% sodium methoxide and acidified with glacial acetic acid. After adding 1 ml of 0.9% KCl samples were reextracted with chloroform, evaporated under a stream of nitrogen gas, methylated with diazomethane, and finally dried under a stream of nitrogen gas. The dried samples were suspended in 200 µL of iso-octane, transferred to gas chromatography (GC) vials, and analyzed on a GC-mass spectrometer (MS).

ROS were measured using electron spin resonance spectroscopy (ESR) using ~150 mg fresh weight tissue^58^. Briefly, leaves were homogenized in HEPES buffer (pH 6.9) containing 50 mM 4-POBN [α-(4-pyridyl-1-oxide)-N-tert-butylnitrone]. Ten microliters of the homogenate was loaded onto graduated capillary tube in a flat cell. ESR spectra were measured at room temperature using a Bruker ESP 300 X-band spectrometer set at 5 mW microwave power, 100 kHz modulation frequency, 1G modulation amplitude, and 9.687 GHz microware frequency. Values of ESR signals were calculated from the maximum-signal/noise ratio of recorder traces and corrected, if necessary, by subtracting reagent blanks determined in parallel. Signal intensity was evaluated as the peak height in ESR spectra.

### Sequence accessions and analysis

Database accessions for sequences used here are *GmG3Pdh* (Glyma02g38310), *PR1* (Glyma13g251600), *NR* (Glyma14g165000), *DFR* (Glyma17g173200). 

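In the annotation of the deposited counts (*Glycine max* a2.v1), *PR1* is listed as *Glyma.13G251600* on chromosome 13 from 35861715 to 35862511, on the minus strand. *NR* is *Glyma.14G165000*, on chromosome 14 from 40731909 to 40737209, and *DFR* is *Glyma.17G173200*, on chromosome 17 from 17882585 to 17895986, both on the minus strand. The paper's gene tables name them nitrate reductase 1 and dihydroflavonol 4-reductase. No gene of the count table could be matched to the identifier of *GmG3Pdh*, so no value of it is given here.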

Sequence alignment and phylogenetic analysis were carried out using the Megalign program in the DNASTAR package^59^.

### Yeast complementation assay

For yeast complementation assay^60^ full-length soybean *G3Pdh* gene was inserted into the EcoRI-PstI sites of pEG202 vector and transformed into the *S. cerevisiae gpd1* mutant (host strain BY4741). Wild-type yeast and *gpd1* mutant transformed with empty pEG202 were used as positive and negative controls, respectively. Transformants (wild type + pEG202, *gpd1* + pEG202, and *gpd1* + pEG202-GmG3Pdh) were selected on synthetic minimal medium containing all essential amino acids except histidine (selection marker of pEG202). Transformants and untransformed wild-type yeast were grown in yeast potato dextrose (YPD) medium until cell density reached OD_600_ = 1.0. 10 µl of the serially diluted (1:10 dilutions in the range of 10^4^–10^6^ CFU ml^−1^) cultures were spotted onto YPD medium containing 1 M NaCl. Growth was monitored for 3–4 days at 30 °C.

### Transcriptome analysis

The total RNA integrity or quality was checked (Agilent 2100 Bioanalyser, Agilent, USA) and raw RNA-Seq data was obtained through 100 cycle HISeq high-output mode sequence method per lane. Sequence quality was assessed using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/, v0.10.1) for all samples. The paired end reads were then mapped against the STAR indexed reference genome^61^ of *Glycine max* (a2.v1) downloaded from Phytozome 11^62^. Splice aware mapping algorithm STAR^63^ (v2.5.2a) was used for map RNA-seq reads to the reference genome using default parameters. For assigning sequence reads to the genomics features, feature counts from the Subread^64^ (v1.4.6) package was used. 

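The header of the deposited table shows that fragments were counted over the whole length of each gene, introns included, without use of the strand, so genes that overlap on opposite strands can share counts. Of the 56044 genes, 8751 had no fragment in any of the 9 libraries. *PR1* lies on chromosome 13 in a run of 12 consecutive genes of the table, *Glyma.13G251500* to *Glyma.13G252600*, that all had 0 fragments.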

Only primary alignments, ignoring multi-mapped and chimeric reads were used for generating counts. Counts from all the samples were converted to a desirable format using AWK command and differential gene expression analyses (DGE) was carried out by EdgeR^65^ (v3.14.0) using negative binomial and generalized linear models. 

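With edgeR's quasi-likelihood test and a false discovery rate under 0.05, 0 of the 36309 tested genes changed in U122 against mock, 0 in U257 against mock and 0 in U122 against U257, where 5177, 1913 and 2568 genes had an unadjusted p under 0.05. The lowest adjusted p-values were 0.0832, 0.928 and 0.194. With only the U122 and mock libraries fitted, 110 genes were higher and 257 lower in U122 by this test. Without U257 replicate 1, 184 were higher and 773 lower. The U257 libraries enter that comparison only through the shared filter, scaling and spread. The 0 therefore does not describe the U122 and mock libraries alone. With edgeR's likelihood ratio test, 581 genes were higher and 1794 lower in U122 than in mock, 6 higher and 7 lower in U257 than in mock, and 103 higher and 480 lower in U122 than in U257. DESeq2 gave 148 higher and 858 lower, 3 higher and 21 lower, and 9 higher and 162 lower genes. On simulated libraries with 200 genes changed by a log2 fold change of 3, the quasi-likelihood test found 184 of them in U122 against mock, 183 in U257 against mock and 186 in U122 against U257. In U122 against mock it called 16 other genes; the likelihood ratio test found 195 with 75 other calls, and DESeq2 found 179 with 30. In a comparison where no gene was changed, the likelihood ratio test called 27 or 44 genes, the quasi-likelihood test 1 and DESeq2 7. The simulated counts were drawn independently around 1 mean per gene. No library was made to stand apart, as mock replicate 2 and U257 replicate 1 did, so these rates need not hold for the real libraries.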

The DGE is expressed as Log2FC and are considered significant if the false discovery rate (FDR) was <0.05. Information for the differentially expressed genes were paired from the official gene annotations obtained from Phytozome to help identify relevant trends. A total of 3 such comparisons were performed comparing control with USDA122, control with USDA257, or USDA122 with USDA257. The authors acknowledge the support of the Genome Informatics Facility, Office of Biotechnology at Iowa State University, for RNA-seq analysis.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Reporting Summary

## Data Availability

All data presented here and biological materials used are available upon request to the corresponding author. The source data underlying Figs. 1–7 and Supplementary Figs. 2–14 are provided as a Source Data file. Microscopy data is available via Figshare at 10.6084/m9.figshare.9976829. RNA-seq data are available at the NCBI GEO database under accession code GSE139303.

## Source data

Source Data

# Supplementary material for: Glycerol-3-phosphate mediates rhizobia-induced systemic signaling in soybean
**Source:** Nat Commun. 2019 Nov 22;10:5303. doi: 10.1038/s41467-019-13318-8
**Supplement:** Supplementary file 1 — Supplementary Information

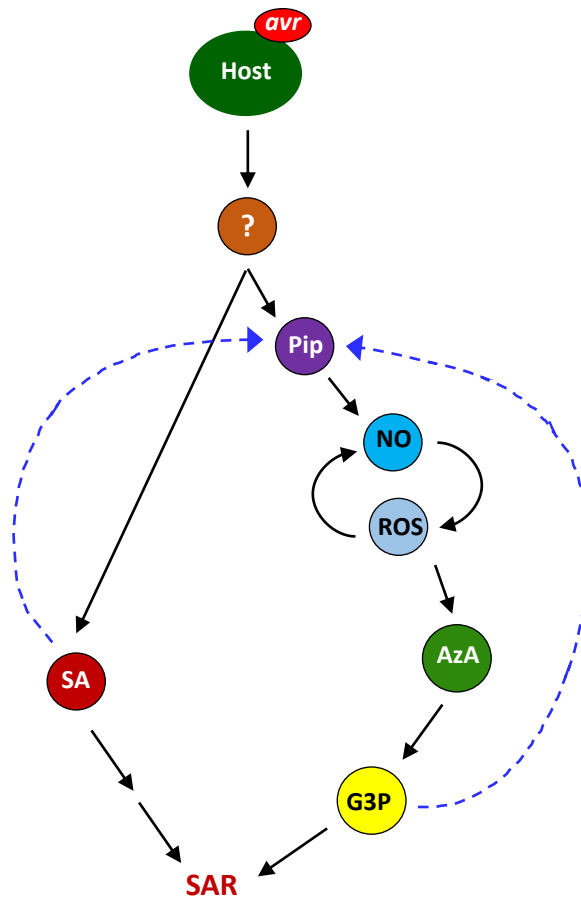

**Supplemental Figure 1.** Simplified model showing chemical signals involved in systemic acquired resistance (SAR). Infection by avirulent pathogen activates an unknown signal(s) (?) in the local leaf (black arrows), which induces the accumulation of salicylic acid (SA) and pipecolic acid (Pip). Pip induces the accumulation of nitric oxide (NO), which operates in a feedback loop with reactive oxygen species (ROS) to generate azelaic acid (AzA). AzA triggers the biosynthesis of glycerol-3-phosphate (G3P). In the uninfected tissue (dotted blue arrows), G3P and SA are required for Pip biosynthesis, which reinitiates the loop for NO/ROS-AzA-G3P. The SA and G3P-derived pathways operate in parallel to induce SAR.

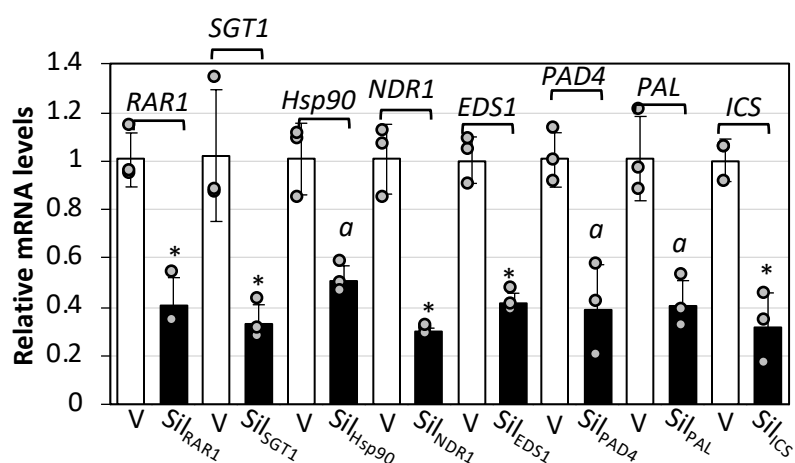

**Supplemental Figure 2.** Knockdown of conserved *R*-mediated signaling components in *Rj2 rfg1* plants. Relative mRNA levels of indicated genes in V (VIGS control plants) and the respective knockdown lines (*Sil<sub>RAR1</sub>*, *Sil<sub>SGT1</sub>*, *Sil<sub>Hsp90</sub>*, *Sil<sub>NDR1</sub>*, *Sil<sub>EDS1</sub>*, *Sil<sub>PAD4</sub>*, *Sil<sub>ICS1</sub>*, *Sil<sub>PAL</sub>*) as determined by qRT-PCR. Error bars indicate standard deviation (n=3). Asterisks (P< 0.002) and “a” (P<0.05) denote significant differences (Student’s *t*-test) from respective V.

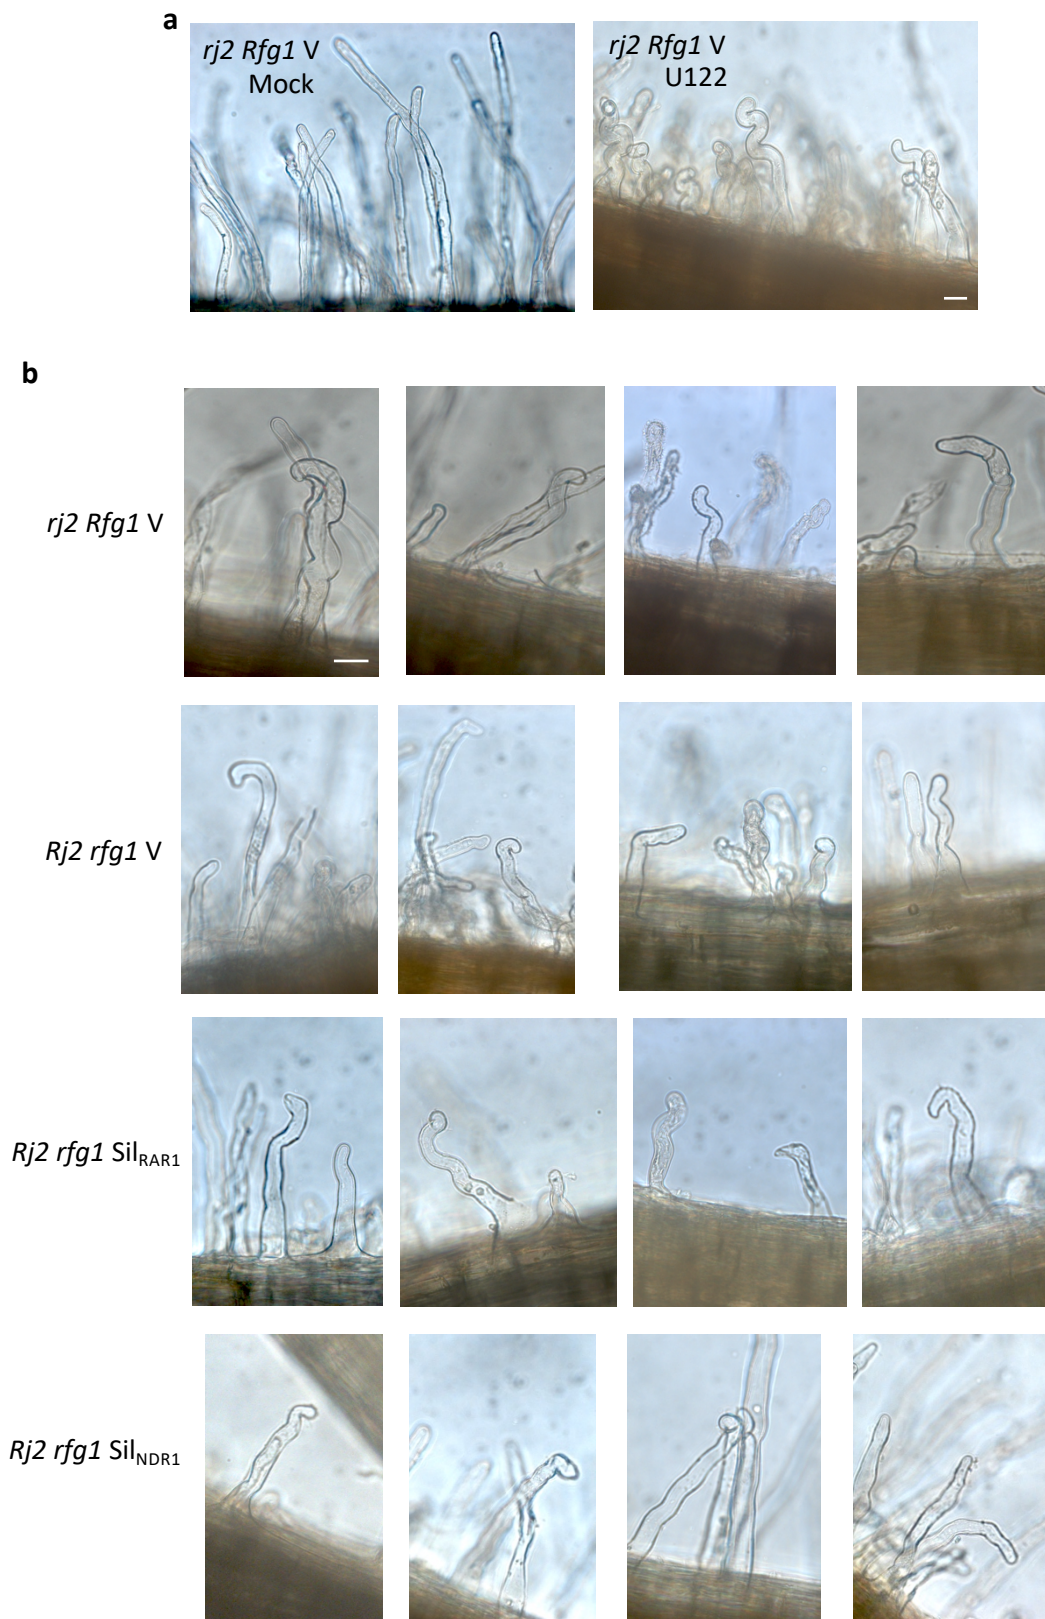

**Supplemental Figure 3.** Nodulation phenotype of RAR1 and NDR1 knockdown plants. **(a)** Root hair morphology of *rj2 Rfg1 V* (VIGS control) inoculated with buffer (Mock) or U122 at 3 dpi. **(b)** Root hair morphology of U122-inoculated *rj2 Rfg1 V*, *Rj2 rfg1 V*, *Rj2 rfg1 Sil<sub>RAR1</sub>* (RAR1-knockdown) and *Rj2 rfg1 Sil<sub>NDR1</sub>* (NDR1-knockdown) soybean plants. Transmission micrographs were taken at 3 days post inoculation with U122. Scale bars represent 270 microns. Results are representative of two independent experiments.

**a**

| Gene silenced | <i>Rj2 rfg1</i> U122 (I) | <i>Rj2 rfg1</i> U257 (C) | <i>rj2 Rfg1</i> U257 (I) | <i>rj2 Rfg1</i> U122 (C) | <i>rj2 rfg1</i> U122 (C) |
|---------------|--------------------------|--------------------------|--------------------------|--------------------------|--------------------------|
| Mock          | 0                        | 41 (+/-9)                | 0                        | 20 (+/-10)               | 36 (+/-12)               |
| V             | 0                        | 30 (+/-15)               | 0                        | 24 (+/-17)               | 38 (+/-6)                |
| <i>RAR1</i>   | 26 (+/-8)                | 28 (+/-7)                | 23 (+/-5)                | 19 (+/-9)                | 32 (+/-5)                |
| <i>SGT1</i>   | 0                        | 33 (+/-11)               | 0                        | 26 (+/-11)               | 41 (+/-13)               |
| <i>Hsp90</i>  | 0                        | 30 (+/-10)               | 0                        | 28 (+/-8)                | 30 (+/-4)                |
| <i>NDR1</i>   | 30 (+/-10)               | 29 (+/-9)                | 21 (+/-10)               | 17 (+/-12)               | 48 (+/-17)               |
| <i>EDS1</i>   | 0                        | 32 (+/-10)               | 0                        | 26 (+/-12)               | 39 (+/-5)                |
| <i>PAD4</i>   | 0                        | 25 (+/-11)               | 0                        | 24 (+/-9)                | 44 (+/-11)               |

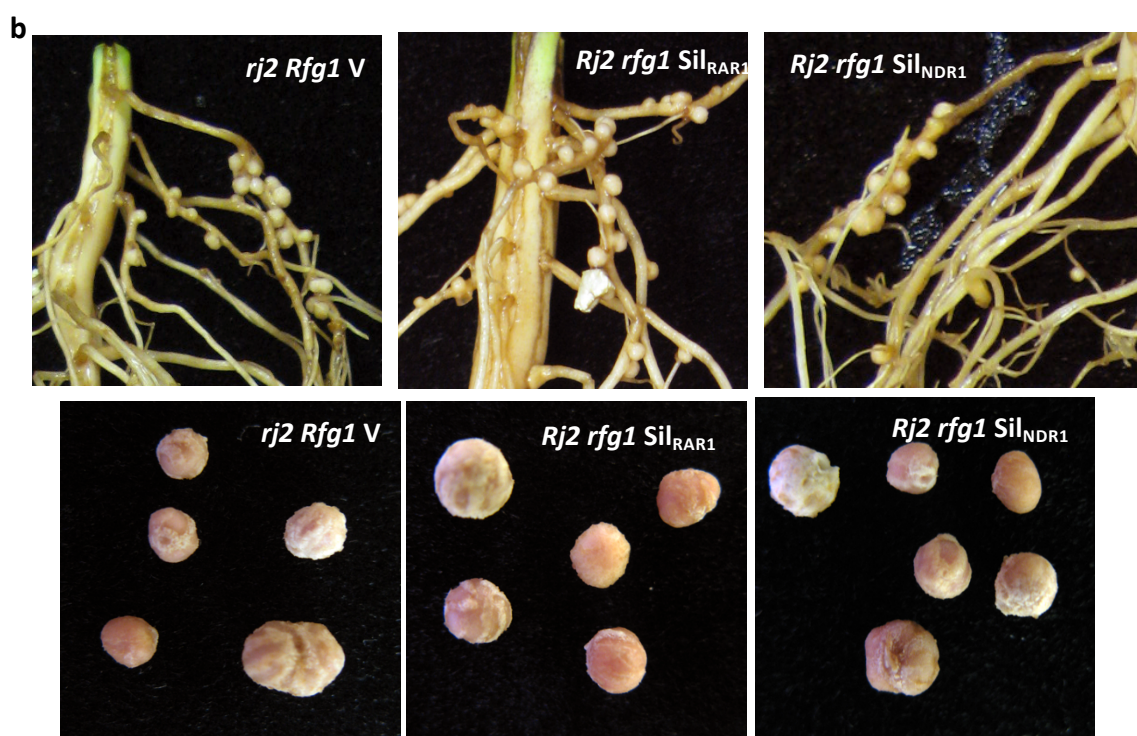

**Supplemental Figure 4.** Knockdown of conserved *R*-mediated signaling components in *Rj2 rfg1* plants. (a) Table showing average number of nodules/plant produced by USDA122 (U122) or USDA257 (U257) in V (VIGS control plants) and the respective knockdown lines (Sil<sub>RAR1</sub>, Sil<sub>SGT1</sub>, Sil<sub>Hsp90</sub>, Sil<sub>NDR1</sub>, Sil<sub>EDS1</sub>, Sil<sub>PAD4</sub>, Sil<sub>ICS1</sub>, Sil<sub>PAL</sub>) in the indicated background. +/- indicates standard deviation (n=10-15 plants). "I" and "C" indicate incompatibility or compatibility between plant genotype and rhizobium strain, respectively. (b) Density of nodules on roots (upper panels) of *rj2 Rfg1* V, *Rj2 rfg1* Sil<sub>RAR1</sub> and *Rj2 rfg1* Sil<sub>NDR1</sub> plants at 2 weeks post inoculation with U122. and morphology of nodules (lower panels) produced on *rj2 Rfg1* V (VIGS control) , *Rj2 rfg1* Sil<sub>RAR1</sub> (RAR1-knockdown) and *Rj2 rfg1* Sil<sub>NDR1</sub> (NDR1-knockdown) plants at 3 weeks post inoculation with U122. Results are representative of three-four independent experiments.

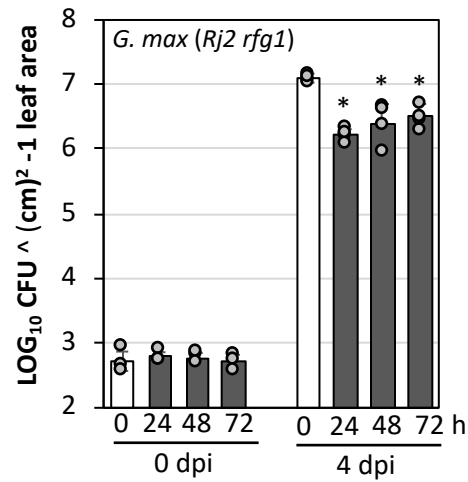

**Supplemental Figure 5.** Effectiveness of rhizobia-induced systemic immunity. Bacterial counts of *Psg Vir* in *Rj2 rfg1* plants pretreated (root inoculation) with U122. *Psg Vir* was leaf-infiltrated at 0, 24, 48 or 72 h post U122 application. LOG<sub>10</sub> values of colony forming units (CFU) per cm<sup>2</sup> leaf area from infected leaves at 0 and 4 days post-inoculation (dpi) are presented. Error bars indicate standard deviation (n=5). Asterisks denote data significantly different from 0 h samples, Student's *t*-test, *P*<0.001. Results are representative of three independent experiments.

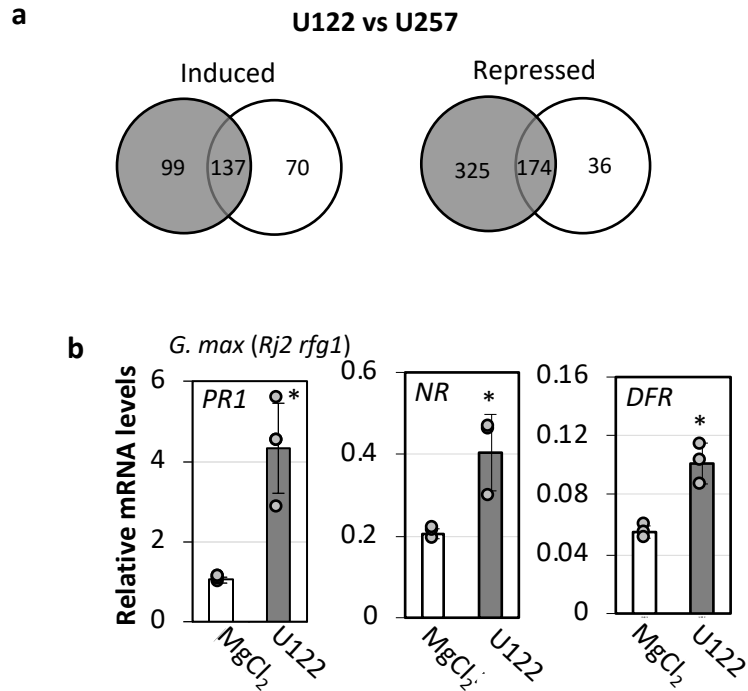

**Supplemental Figure 6.** Root inoculation with incompatible rhizobia induces distinct transcriptional changes in the leaf tissue of soybean plants. (a) Venn diagrams showing the number of genes induced or repressed in the foliar tissue of soybean plants inoculated with U122 versus U257. (b) Relative mRNA levels of *PR1*, *NR*, and *DFR* in the leaves of *Rj2 rfg1* plants treated with buffer ( $\text{MgCl}_2$ ) or incompatible rhizobia (U122), as determined by qRT-PCR. Error bars indicate standard deviation (n=3). Asterisks denote significant differences from Mock, Student's *t*-test,  $P < 0.005$ .

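In the deposited counts, 295 genes were on the induced list of U122-inoculated plants alone and 64 on that of U257-inoculated plants alone, and 1043 and 59 genes on the repressed lists alone. On the U122 and U257 lists, 2 genes changed in opposite directions, and the common genes made up 68% of the induced and 76.3% of the repressed list of U257-inoculated plants. The qRT-PCR values were not analysed here.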

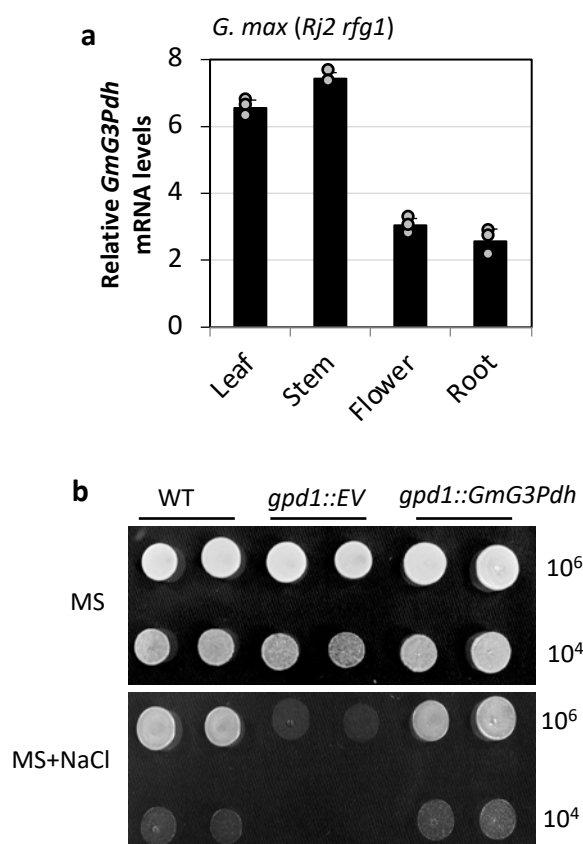

**Supplemental Figure 7.** Soybean G3Pdh encodes a functional G3Pdh enzyme. **(a)** Quantitative RT-PCR analysis showing relative levels of *GmG3Pdh* in indicated soybean tissues. **(b)** Yeast complementation assay showing complementation of the yeast *gpd1* mutation by *GmG3Pdh* gene. Unlike wildtype yeast cells (WT), the *gpd1* mutant (defective in yeast G3Pdh) expressing empty vector (*gpd1::EV*) is unable to grow on synthetic media containing NaCl. Wild-type-like growth is restored in *gpd1* expressing *GmG3Pdh* (*gpd1::GmG3Pdh*). Results are representative of two independent experiments.

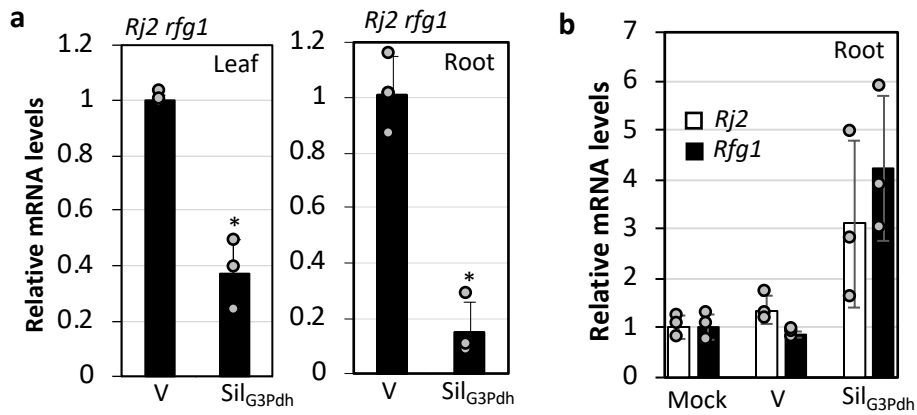

**Supplemental Figure 8.** Silencing G3Pdh in soybean. **(a)** Quantitative RT-PCR analysis showing relative mRNA levels of *GmG3Pdh* in leaf and root tissue of *Rj2 rfg1* plants infected with the control VIGS vector (V) or *GmG3Pdh* knock down plants (Sil<sub>G3Pdh</sub>) plants. **(b)** Quantitative RT-PCR analysis showing relative mRNA levels of *Rj2* and *Rfg1* in root tissue of mock-infected (Mock), V, and Sil<sub>G3Pdh</sub> plants. Error bars indicate standard deviation (n=3). Asterisks denote significant differences from Mock, Student's *t*-test, *P* < 0.0001. Results are representative of two independent experiments.

**a**

| Genotype                            | Root hair curling/<br>cm root | Total no root<br>hair/cm root | Nodule primordia/<br>cm root |
|-------------------------------------|-------------------------------|-------------------------------|------------------------------|
| <i>ry2 Rfg1</i>                     | 1.55 (+/-0.83)                | 147 (+/-18)                   | 0.6 (+/-0.09)                |
| <i>Rj2 rfg1 V</i>                   | 1 (+/-0.63)                   | 181 (+/-16)                   | 0.12 (+/-0.09)               |
| <i>Rj2 rfg1 Sil<sub>G3Pdh</sub></i> | 1.33 (+/-0.82)                | 166 (+/-22)                   | 0.53 (+/-0.11)               |

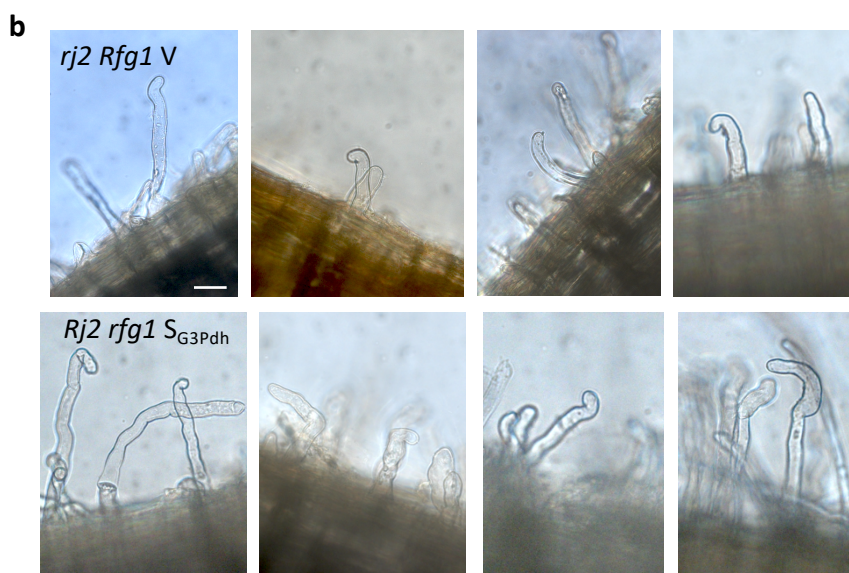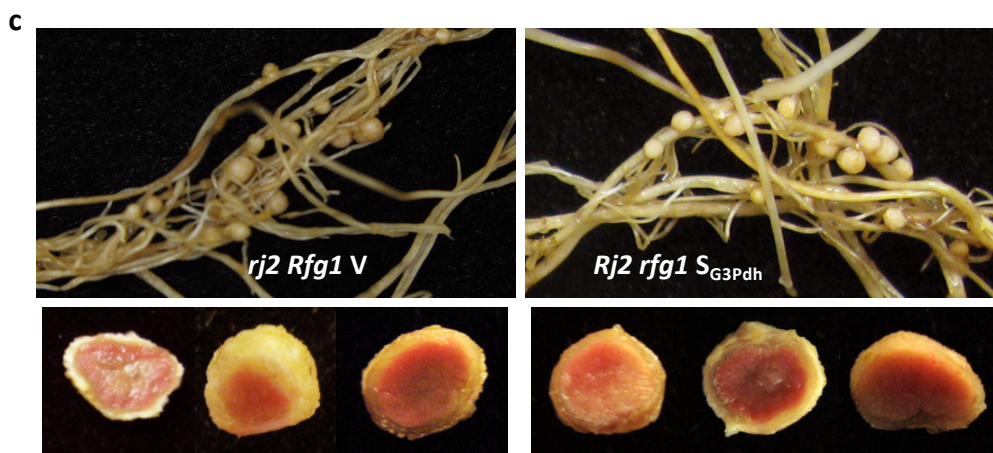

**Supplemental Figure 9.** Effect of silencing G3Pdh in soybean. **(a)** Table showing number of infection pockets (3 dpi) and nodule primordia (6 dpi) in U122 inoculated *ry2 Rfg1 V* (VIGS control), *Rj2 rfg1 V* and *Rj2 rfg1 Sil<sub>G3Pdh</sub>* (G3Pdh-knockdown) plants. **(b)** Root hair morphology of U122-inoculated *ry2 Rfg1 V* and *Rj2 rfg1 Sil<sub>G3Pdh</sub>* soybean plants. Transmission micrographs were taken at 3 days post inoculation with U122. Scale bars represent 270 microns. **(c)** Density (upper panels) and morphology (lower panels, cut nodules are shown) of nodules on roots of *ry2 Rfg1 V* and *Rj2 rfg1 Sil<sub>G3Pdh</sub>* plants at 2-3 weeks post inoculation with U122. Results are representative of two-three independent experiments.

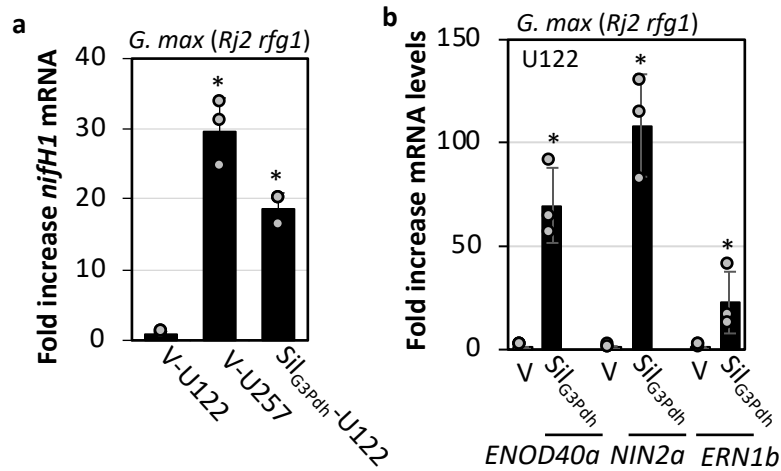

**Supplemental Figure 10.** Soybean G3Pdh contributes to *Rj2*-mediated exclusion of incompatible rhizobia. **(a)** Quantitative RT-PCR analysis showing fold increase in the levels of bacterial *nifH1* mRNA in root tissue of V (VIGS control) or Sil<sub>G3Pdh</sub> (*GmG3Pdh* knockdown) *Rj2 rfg1* plants inoculated with indicated strain. **(b)** Quantitative RT-PCR analysis showing fold increase in plant *ENOD40a*, *NIN2a*, *ERN1b* mRNA in root tissue of U122 inoculated Sil<sub>G3Pdh</sub> *Rj2 rfg1* plants. Error bars indicate standard deviation (n=3). Asterisks denote significant differences from V-U122 in **a** and **b**, Student's *t*-test, *P* < 0.0005. Results are representative of two independent experiments.

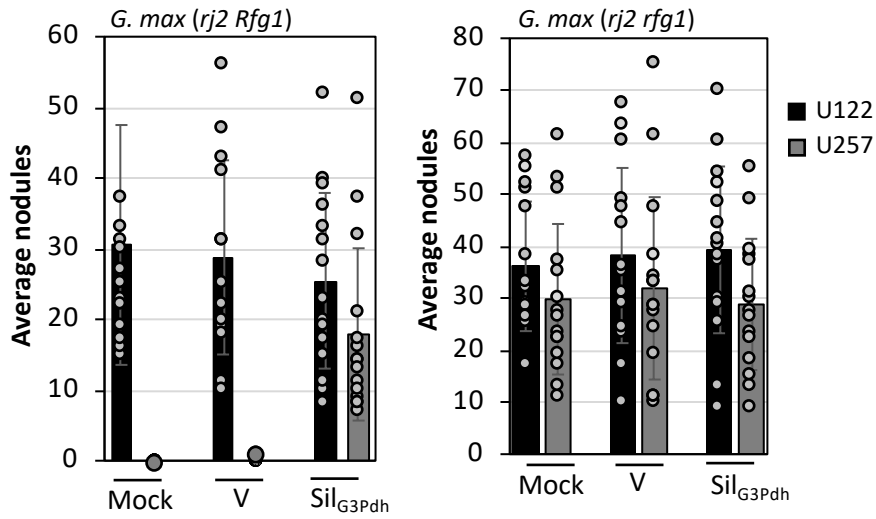

**Supplemental Figure 11.** G3P does not contribute to compatible soybean-rhizobium interactions. (Left panel) Average number of nodules produced per plant by compatible and incompatible rhizobia in *Rfg1 rj2* plants that were mock inoculated (Mock), infected with the control VIGS vector (V), or knocked down for *GmG3Pdh* (Sil<sub>G3Pdh</sub>). USDA 122 (U122, black bars) is compatible with *Rfg1 rj2* plants, while USDA257 (U257, produced by U122 or U257 on Mock, V or Sil<sub>G3Pdh</sub> plants in grey bars) is incompatible. (Right panel) Average number of nodules *rj2 rfg1* background. Error bars indicate SD (n=12-15). Grey circles on x axis indicates absence of nodules. Results are representative of three-four independent experiments.

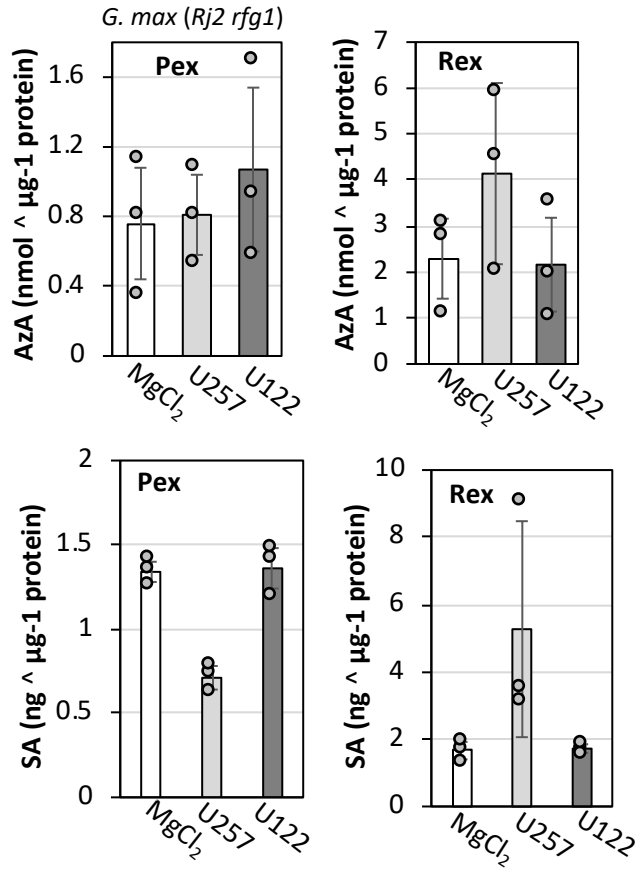

**Supplemental Figure 12.** AzA and SA do not accumulate in response to incompatible rhizobia. AzA and SA levels in leaf (Pex) or root (Rex) exudates of *Rj2 rfg1* plants inoculated with buffer (MgCl<sub>2</sub>), compatible (U257) or incompatible (U122) rhizobia. Error bars indicate standard deviation (n=3). Results are representative of two-three independent experiments.

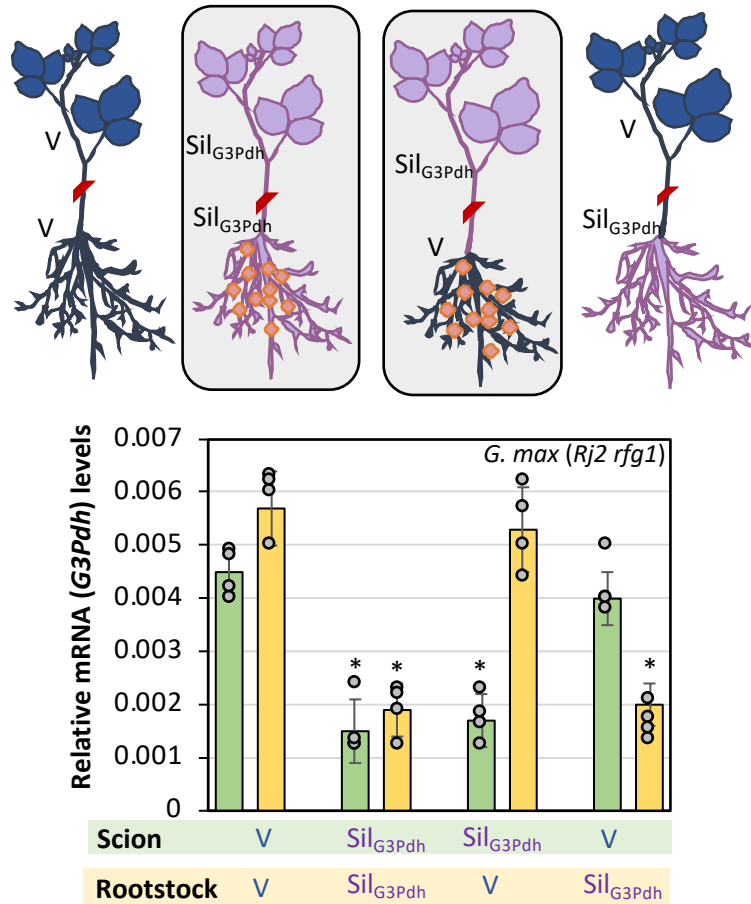

**Supplemental Figure 13.** Quantitative RT-PCR analysis showing relative mRNA of *GmG3Pdh* in scion and rootstock of *Rj2 rfg1* V and *Rj2 rfg1 Sil*<sub>G3Pdh</sub> grafts. V=plants infected with the control VIGS vector, *Sil*<sub>G3Pdh</sub>=plants knocked down for *GmG3Pdh*. Error bars indicate standard deviation (n=4). Asterisks denote significant differences from VxV grafts, Student's *t*-test, *P* < 0.001. Boxes indicate grafts that produced nodules in response to the incompatible U122. Results are representative of three independent experiments.

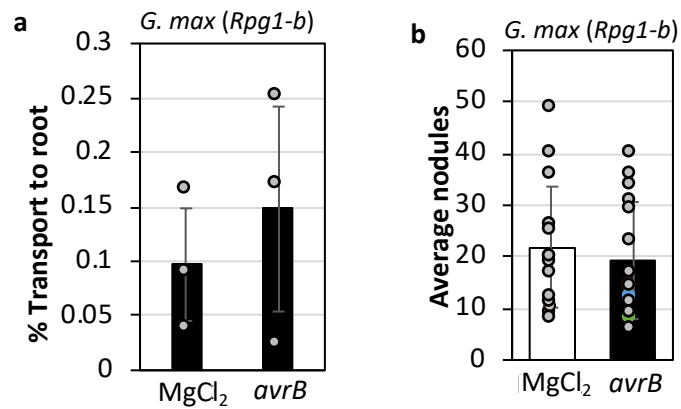

**Supplemental Figure 14.** Pathogen infection does not promote G3P transport to the root. **(a)** Percentage of  $^{14}\text{C}$  transported to root in plants (*Rpg1-b*) that were leaf-infiltrated with  $^{14}\text{C}$ -G3P along with buffer ( $\text{MgCl}_2$ ) or *Psg avrB* (*avrB*).  $^{14}\text{C}$  levels were measured in root extract 48 h after *avrB* inoculation. **(b)** Average nodules per plant produced by U122 on  $\text{MgCl}_2$ -infiltrated or *avrB*-infected *Rpg1-b* plants. Error bars indicate standard deviation ( $n=15$ ). Results are representative of two independent experiments.

**Supplementary Table 1: Primer List**

| <b>Primers for qPCR</b>                                |                              |
|--------------------------------------------------------|------------------------------|
| Actin Fwd                                              | GAGCTATGAATTGCCTGATGG        |
| Actin Rev                                              | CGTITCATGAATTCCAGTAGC        |
| DFR Fwd                                                | ATTGTCTCTGTGGAAGGCTG         |
| DFR Rev                                                | TTTTCCCCTCAGTGCCTTG          |
| EDS1 Fwd                                               | ATGGCTGGAGGGTTGCTTG          |
| EDS1 Rev                                               | CATTCAGCGGGATCCCAAGAT        |
| ENOD40a Fwd                                            | TGGAGTCCATTGCCTTTTCG         |
| ENOD40a Rev                                            | TCTCTCTTGAGTGGCAGAAGCA       |
| ERN1b Fwd                                              | TGTTGGAGTGAGACAAAGGC         |
| ERN1b Rev                                              | GAAGTTGGTGCGAGTGTTTG         |
| G3PDH Fwd                                              | GCTTCTCCTTCTCTTCAAG          |
| G3PDH Rev                                              | AGGCAGTAATCAGCACCAAG         |
| HSP90 Fwd                                              | AGGCCGAGATCAACCAGCTCCTC      |
| HSP90 Rev                                              | GTCATGCCAATACCACTGTCAA       |
| ICS Fwd                                                | TCACTCATTTACCGACACC          |
| ICS Rev                                                | TGAATATTGGTGCTGTCCCTC        |
| NDR1 Fwd                                               | CTCGGCAACGCCACCGTGAA         |
| NDR1 Rev                                               | GGACTCGATCACCGGGGTTC         |
| NIN2a Fwd                                              | CACAACCTCTTCTCAACTCC         |
| NIN2a Rev                                              | CTTTCCATTGTCCTTGTTG          |
| NR Fwd                                                 | AGTACGAAAAGATGGGTGTG         |
| NR Rev                                                 | CTAGTCAATCCAACCTCATCGAG      |
| PAD4 Fwd                                               | CGCGGATCCTGGCACTTGTCATGACT   |
| PAD4 Rev                                               | GGAGCAGTGTGTGTGGATAGTCC      |
| PAL Fwd                                                | AGAATGCAGATCTTACCCACTG       |
| PAL Rev                                                | TTGTCAAACCTTCAACCGG          |
| PR1 Fwd                                                | ATGGGGTACATGTGCATTAAG        |
| PR1 Rev                                                | CTACAGTTTGAGGGTCTTTC         |
| RAR1 Fwd                                               | GGATTGGGTGCGACGCCATG         |
| RAR1 Rev                                               | GGTGTCTTCTTCACTGGTGT         |
| Rj2 Fwd                                                | CTTCAAGCATTAGAACTGCGC        |
| Rj2 Rev                                                | TCACCCTCTTCTGTTTTAGC         |
| Rfg1 Fwd                                               | CTTCAAGCATTAGACCTGAGC        |
| Rfg1 Rev                                               | GGCACCTCATACGGACTGTT         |
| SGT Fwd                                                | CAGAAGCCAGAAGAAGTGGT         |
| SGT Rev                                                | GATGGGTATGAAGCCCTTTCAG       |
|                                                        |                              |
|                                                        |                              |
| <b>Primers for generating GmG3Pdh knockdown vector</b> |                              |
| G3Pdh <sup>sil</sup> BamHI Fwd                         | GCATGGATCCGGGATAGTAGAAGGTATG |
| G3Pdh <sup>sil</sup> MscI Rev                          | CAGTTGGCCATGTAAGCATTATGTCTCC |

# Supplementary material for: Glycerol-3-phosphate mediates rhizobia-induced systemic signaling in soybean
**Source:** Nat Commun. 2019 Nov 22;10:5303. doi: 10.1038/s41467-019-13318-8
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

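The table holds the paper's log2 fold change, p-value and adjusted p-value of 137 genes, of which 17 have an adjusted p above 0.05 in the paper. In the deposited counts, all 137 had a lower level in U122-inoculated than in U257-inoculated plants, and 108 of them were among the 595 genes repressed in U122 against U257 by an absolute log2 fold change of at least 2 and an unadjusted p of at most 0.05 (edgeR's quasi-likelihood test). In the same counts, 82 genes were induced in U122 against U257.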

Description: Transcript levels of genes induced (two fold or higher,  $p \text{ value} \leq 0.05$ ) in foliar tissues of soybean plants inoculated with incompatible strain (U122) of rhizobia compared to compatible strain (U257).

File Name: Supplementary Data 2

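The table holds the paper's values of 25 genes. In the deposited counts, all 25 had a higher level in U122-inoculated than in U257-inoculated plants, and 20 of them were on the list of genes induced in U122 against U257. For *Glyma.11G147800*, which has the largest value of the table, the log2 fold change was 4.62 (standard error 0.56, adjusted p = 0.194 by edgeR's quasi-likelihood test).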

Description: Transcript levels of genes repressed (two fold or less,  $p \text{ value} \leq 0.05$ ) in foliar tissues of soybean plants inoculated with incompatible strain (U122) of rhizobia compared to compatible strain (U257).

File Name: Supplementary Data 3

Description: Transcript levels of genes induced (two fold or higher,  $p \text{ value} \leq 0.05$ ) in foliar tissues of soybean plants inoculated with incompatible strain (U122) of rhizobia compared to mock-inoculated plants.

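Of the 236 genes that the paper lists here, 235 were abundant enough to test, all 235 had a higher level in U122-inoculated than in mock-inoculated plants, and 176 were on the induced list made from the deposited counts. Their median log2 fold change was 2.58. The gene that was not tested, *Glyma.09G201100*, had 1, 0 and 0 fragments in the mock libraries and 4, 4 and 7 in the U122 libraries.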

File Name: Supplementary Data 4

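The paper lists 499 genes as repressed by U122, all of which had a lower level in U122-inoculated than in mock-inoculated plants in the deposited counts. Their median log2 fold change was -2.58, and 410 of them were on the repressed list made from those counts. The table's largest decrease is that of *DFR*.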

Description: Transcript levels of genes repressed (two fold or lower,  $p \text{ value} \leq 0.05$ ) in foliar tissues of soybean plants inoculated with incompatible strain (U122) of rhizobia.

File Name: Supplementary Data 5

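Of 207 genes that the paper lists as induced by U257, 206 could be tested in the deposited counts, 205 of these were higher in U257-inoculated than in mock-inoculated plants, and 66 were on the induced list. Without U257 replicate 1, 148 of them were on the list. *Glyma.09G201100*, which has the table's largest value, had 0, 1 and 0 fragments in the U257 libraries.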

Description: Transcript levels of genes induced (two fold or higher,  $p \text{ value} \leq 0.05$ ) in foliar tissues of soybean plants inoculated with compatible strain (U257) of rhizobia.

File Name: Supplementary Data 6

Description: Transcript levels of genes repressed (two fold or higher,  $p \text{ value} \leq 0.05$ ) in foliar tissues of soybean plants inoculated with compatible strain (U257) of rhizobia.

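For these 210 genes, the deposited counts gave a lower level in U257-inoculated than in mock-inoculated plants for 204 and a higher level for 6, with a median log2 fold change of -1.09, and 10 of them were on the repressed list. Without U257 replicate 1, all 210 were lower, the median was -2.31 and 160 were on the list. Without mock replicate 1, 62.9% of them were lower.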

# Supplementary material for: Glycerol-3-phosphate mediates rhizobia-induced systemic signaling in soybean
**Source:** Nat Commun. 2019 Nov 22;10:5303. doi: 10.1038/s41467-019-13318-8
**Supplement:** Supplementary file 10 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ A description of all covariates tested
- ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

No software was used

Data analysis

Splice aware mapping algorithm STAR (v2.5.2a), Subread (v1.4.6), Differential expression analysis by EdgeR (v3.14.0)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

*Provide your data availability statement here.*

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were chosen based on previous published work and the accepted standards in the field   |
| Data exclusions | No data were excluded                                                                               |
| Replication     | All data are representative of three to five biological replicates                                  |
| Randomization   | Samples were allocated into experimental groups by genotype                                         |
| Blinding        | Blinding was not relevant to the study because the data were recorded as observed for all genotypes |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                |
|-------------------------------------|------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data               |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

How the deposited data were processed for this re-analysis (not part of the article)

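Leaf RNA of soybean plants inoculated with buffer (mock), the incompatible strain U122 or the compatible strain U257 was measured by paired-end RNA-Seq, with 3 libraries per group and 9 in all. Condition and replicate of each library were taken from the sample labels, which match the groups of the paper.

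According to the paper's methods, the authors checked reads with FastQC 0.10.1, mapped them with STAR 2.5.2a to *Glycine max* a2.v1 and counted them on genes with featureCounts of Subread 1.4.6, using primary alignments and leaving out multi-mapped and chimeric reads. They then tested genes with edgeR 3.14.0. The table used here holds the counts the authors deposited: the whole number of fragments per gene and library, before any normalization. Its header shows that fragments were counted over whole genes, introns included, without use of the strand. The header labels the alignments as concordant_uniq, a term that the paper's methods do not use, and names no aligner, so it does not show that the counts come from the STAR alignments. The paper's own fold changes in Supplementary Data 1 to 6 were used for comparison only.

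Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by the filterByExpr function with the groups given, which left 36309 of 56044. Libraries were scaled by TMM, 1 mean per group was fitted to all 9 libraries, and the quasi-likelihood test compared U122 with mock, U257 with mock and U122 with U257. P-values were adjusted by the Benjamini-Hochberg method over all tested genes, with 0.05 as the threshold. A second list took genes with an absolute log2 fold change of at least 2 and an unadjusted p of at most 0.05. The values in the paper's tables follow that rule, while their titles give a smaller fold. Most of the paper's entries also have an adjusted p of at most 0.05, which the second list did not require. In Supplementary Data 1 to 6, 17, 3, 3, 1, 9 and 9 entries have an adjusted p above 0.05. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic. Normalized CPM are counts per 1000000 fragments of the TMM-scaled library size. The overlap of lists was tested by Fisher's exact test and set beside 20 simulated sets of 9 libraries with no gene changed; that simulation replaced a first form that kept the mock libraries fixed and so could not show what sharing them does.

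Depth was 297977 to 41276320 fragments per library, with a median of 35945042. The limit that a count of 0 allows was set at 3 fragments, and a fold against a group with 0 fragments is given as a bound from 3 fragments over the group. The scripts were tested on simulated counts with 200 genes changed by a log2 fold change of 3. There, edgeR's quasi-likelihood test recovered 92% of them in U122 against mock. No simulated library was made to stand apart, so that rate need not hold for the real libraries.

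The genes named in the text were set by a rule fixed before the data were examined: the genes the paper names by identifier, the gene with the largest value in each of its 6 gene tables (values seen beforehand), and the genes with the largest changes past the false discovery rate threshold, of which there were 0. Neighbours of *PR1* and genes named in the closing section outside this rule were chosen after their values were seen. Functional groups were formed from words fixed beforehand and looked up in the gene names of the paper's tables, because the reference table of gene names used here (assembly Glycine_max_v4.0) carries no identifiers of the kind the counts use. The words were matched at the start of a word, a choice made after a first lookup had matched a clock gene's abbreviation inside other words. The planned gene set tests were not run, since names were at hand only for genes the study had selected.

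The alternatives fixed at the same time were edgeR's likelihood ratio test, DESeq2 1.42.0, median-of-ratios and upper-quartile factors, no filter and a filter of at least 1 CPM in 3 libraries, fits of only the groups compared, the replicate number as a block, each library left out in turn, other thresholds, and different mock libraries for the 2 strains. Alternatives chosen after seeing the data left out mock replicate 2 together with U257 replicate 1 (with either edgeR test), left out the 10 most abundant genes of mock replicate 2, or used the older form of the quasi-likelihood test. *GmG3Pdh* is not reported, as its identifier matched no gene of the table.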

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

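Both tests below were planned before their results were seen, except that the margin for the second, the spread of the other libraries, was set after its result was seen. Mock replicate 2 stood far from the other 8 libraries in 4 of 5 technical measures. It had 19997 genes with at least 1 fragment, where the nearest library had 40306. Its 10 most abundant genes took 58.4% of its fragments, against 8.77% in the nearest library. The TMM scaling factor was 0.494, where the nearest was 0.892, and the median Spearman correlation with the other libraries was 0.758, where the nearest was 0.956. The gap to the nearest library, divided by the range of all 9, was 0.884, 0.902, 0.543 and 0.904, each above Dixon's 95% critical value for 9 samples, while for the total of fragments it was 0.341. Chance puts about 1 in 20 such groups past this value, and the 4 measures are not independent, since all describe 1 library.

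Low depth alone was argued against: when the other 8 libraries were thinned at random to 297977 fragments, their 10 most abundant genes took at most 8.82% of the fragments. The same 10 genes as in mock replicate 2 took 0.188% to 0.823% of the fragments of the other libraries. The most abundant, *Glyma.05G084400*, had 57567 fragments in mock replicate 2, 19.3% of the library, and 119 to 591 CPM elsewhere. What remained after these 10 genes were left out may be explained by depth: the median Spearman correlation of mock replicate 2 was then 0.758, and that of the other libraries, thinned to the 123837 fragments left, was 0.766 at the lowest and 0.819 at the highest, with a standard deviation of 0.0202. Why 10 genes took so many fragments in this library stays open. Contamination, incomplete removal of abundant RNA and a state of these plants were not tested, since the files give no names for these genes and no batch. Mock replicates 1 and 3 had the same inoculation and 7.65% and 6.53% of their fragments on their 10 most abundant genes, so the mock treatment alone did not produce it in every library.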

How the results depend on the processing

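The alternatives with mock replicate 2 and U257 replicate 1 both left out, with the 10 most abundant genes of mock replicate 2 left out, and with the older quasi-likelihood form were chosen after seeing the data; the other alternatives had been fixed beforehand. Over those, 555 values stayed on their side, 101 counts or shares moved, 25 fold changes passed a false discovery rate of 0.05 that they had not passed, and 4 reversed. The cause was not tested, except where the text gives one.

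The number of genes at a false discovery rate under 0.05 depended on the test and on the libraries. In U122 against mock it was 0 by the quasi-likelihood test, 2375 by the likelihood ratio test, 1006 by DESeq2 and 367 with only these groups fitted. In U257 against mock it was 0, 13 by the likelihood ratio test and 24 by DESeq2, and in U122 against U257 it was 0, 583 and 171. It stayed at 0 in all 3 comparisons with other scaling factors, other filters and a false discovery rate of 0.01. Leaving out 1 library gave 0 to 957 genes in U122 against mock (957 without U257 replicate 1, 171 without U257 replicate 2 and 17 without U257 replicate 3), 0 to 14 in U257 against mock (14 without U257 replicate 2) and 0 to 8 in U122 against U257 (8 without U257 replicate 3 and 1 without U122 replicate 2). Without mock replicate 2 and U257 replicate 1 there were 3228 genes in U122 against mock, 1035 in U257 against mock and 0 in U122 against U257 (lowest adjusted p 0.0644, with 6625 genes at an unadjusted p under 0.05), and with the likelihood ratio test 5970, 3937 and 1447 in the 3 comparisons. Without the 10 most abundant genes of mock replicate 2 there were 3 in U122 against mock.

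The lists by fold change and unadjusted p changed with the filter. Without a filter, 676 genes were induced in U122 against mock, 395 induced and 447 repressed in U257 against mock, and 271 induced and 1003 repressed in U122 against U257. With at least 1 CPM in 3 libraries these lists held 247, 111, 144, 39 and 386 genes. DESeq2 listed 220 induced genes in U122 against mock, 90 in U257 against mock and 54 in U122 against U257. With only the groups compared, 76 genes were induced in U257 against mock and 381 repressed in U122 against U257. With an absolute log2 fold change of at least 1, the induced and repressed lists held 1198 and 2658 genes in U122 against mock, 552 and 667 in U257 against mock, and 331 and 1525 in U122 against U257; with the false discovery rate in place of p, each of the 6 lists held 0. Without mock replicate 2 and U257 replicate 1, 385 genes were induced and 561 repressed in U257 against mock and 324 repressed in U122 against U257, and with the likelihood ratio test 506, 651 and 375.

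With 1 library left out, the induced list of U122 against mock held 316 (without mock replicate 1) to 913 genes (without mock replicate 3), and the repressed list 774 (without mock replicate 1) to 1786 (without mock replicate 3). For U257 against mock the induced list held 113 (without U257 replicate 3) to 651 (without mock replicate 3) and the repressed list 135 (without mock replicate 2) to 698 (without U257 replicate 1). For U122 against U257 they held 97 (without U122 replicate 1) to 362 (without U257 replicate 2) and 355 (without U257 replicate 1) to 850 (without U257 replicate 3). The share of induced genes among the listed was 25.9%, 44.5% and 12.1% in the 3 comparisons by edgeR, and 15%, 25.3% and 9.94% by DESeq2. Median-of-ratios and upper-quartile factors moved these shares by little, and no scaling moved the median of all genes by over 0.1 on the log2 scale.

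Shared induced genes of U122 and U257 numbered 136, against 216 without a filter, 78 with at least 1 CPM in 3 libraries, 55 by DESeq2, 40 with only the groups compared, 221 without mock replicate 2 and U257 replicate 1 and 326 with the likelihood ratio test there. Shared repressed genes numbered 190, against 294 without a filter and 401 and 445 without those libraries. Both were 0 by the false discovery rate. With different mock libraries for the 2 strains, 42, 64, 0, 0, 63 and 39 induced and 10, 68, 5, 52, 46 and 11 repressed genes were shared, and the correlation was 0.295, 0.406, 0.0869, 0.0305, 0.418 and 0.267; each of these fits has a single mock library for 1 of the strains, which was mock replicate 2 in the fits with 0 induced genes. The correlation was 0.696 without a filter. With 1 library left out, 69 (without U257 replicate 3) to 510 (without mock replicate 3) induced and 73 (without mock replicate 2) to 530 (without U257 replicate 1) repressed genes were shared, and the correlation was 0.660 (without U257 replicate 2) to 0.876 (without mock replicate 3).

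*NR* and *DFR* were lower in U122 than in mock and in U257 under every alternative that gave a value. DESeq2 gave no adjusted p for these genes in the 3 comparisons, so it has no value here, and with only the groups compared, *DFR* in both comparisons with U122 and *NR* in U122 against U257 fell to the low-count filter. *DFR* had 0 fragments in the U122 group, so its values in comparisons with U122 here are fitted values that depend on the prior count and do not measure the size of the change; with all libraries its mean level was at least 460-fold lower than in mock and at least 197-fold lower than in U257. By the likelihood ratio test both genes passed a false discovery rate of 0.05, with fitted log2 fold changes of -8.32 for *NR* and -11.46 for *DFR* in U122 against mock, and -9.20 and -10.13 in U122 against U257. For *NR* in U122 against mock, so did -8.39 with only these groups, and -8.53 and -8.56 without mock replicate 2 and U257 replicate 1 by either test; by the likelihood ratio test there, so did -12.10 for *DFR* in U122 against mock, and -4.81 for *NR* and -10.88 for *DFR* in U122 against U257. By the quasi-likelihood test *NR* in U122 against mock also passed without U257 replicate 1 (adjusted p = 0.0268) and without U257 replicate 2 (adjusted p = 0.0430), and without U257 replicate 2 so did *DFR* in U122 against mock (adjusted p = 0.00519) and in U257 against mock (adjusted p = 0.0418). *NR* in U257 against mock reversed to -0.73 with the replicate block, to -3.56 without U257 replicate 1, and to -3.75 by either test without mock replicate 2 and U257 replicate 1. With 1 library left out, *NR* was -8.78 (without mock replicate 3) to -7.34 (without mock replicate 1) in U122 against mock, -3.56 to 1.86 (without mock replicate 1) in U257 against mock and -9.77 (without U257 replicate 2) to -4.84 (without U257 replicate 1) in U122 against U257. *DFR* was -12.09 (without mock replicate 2) to -11.55 (without mock replicate 3), -8.62 (without U257 replicate 2) to -0.98 (without U257 replicate 3) and -10.71 (without U257 replicate 3) to -3.06 (without U257 replicate 2) in the same comparisons. *Glyma.11G147800* in U257 against mock reversed from 0.65 to -0.19 without mock replicate 3, with 1.61 as its highest value, and *Glyma.03G252700* from -2.997 to 0.88 without mock replicate 1, with -6.02 as its lowest.

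The genes of Supplementary Data 3 and 5 had the paper's sign in 99.2% and 98.1% of cases by DESeq2. With 1 library left out, the share with the paper's sign was 0 to 12.4% in the table of Supplementary Data 1 (highest without U257 replicate 2) and 0 to 4% in that of Supplementary Data 2 (highest without U122 replicate 3). It was between 99.6% and 100% for Supplementary Data 3, while it was between 99.0% and 100% for Supplementary Data 4. For Supplementary Data 5 the range was 96.1% to 100%, and for Supplementary Data 6 it was 62.9% (without mock replicate 1) to 100%. All 24 photosynthesis genes of the tables stayed lower after U122 in every alternative, but the paper lists all 24 as repressed by U122 on these libraries.

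Libraries of the same number did not deviate together: the correlations of their deviations from the group means were -0.154 to 0.179, so the numbers do not pair the samples. With the replicate number as a block, 0 genes passed the false discovery rate in the 3 comparisons, the repressed list of U257 against mock held 149 genes, the induced list of U122 against U257 held 127 and 86 repressed genes were shared. Set tests, with their own alternatives, were not run. *PR1*, at 0 fragments, and *Glyma.09G201100* have no value in the fits with the default filter. The depth of mock replicate 2, where a count of 0 allows up to 10.1 CPM before scaling and more after it, limits every comparison with mock for low genes.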

Differences from the paper's values

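The values in Supplementary Data 1 and 2, described there as genes induced and repressed in U122 against U257, match the deposited counts only in the opposite direction. Of the 137 genes of Supplementary Data 1 and the 25 of Supplementary Data 2, 0 had the paper's sign for U122 minus U257 and all had it for U257 minus U122. In the paper's own tables, 100 of the 137 genes given as induced against U257 are also given as repressed by U122 against mock, and 0 as induced. Below, both tables are compared for U257 minus U122.

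The paper lists 137 genes in Supplementary Data 1 and 25 in Supplementary Data 2. By the fold and unadjusted p that the paper's values meet, the counts gave 595 and 82 genes in the matching direction. Most of the paper's entries also have an adjusted p of at most 0.05 in the paper. The lists made here did not require that, so the lengths may compare unlike rules. None of the alternatives set before the data were examined came within 1.5 times of either. The paper lists 499 genes in Supplementary Data 4, where the counts gave 1233, and again none of these alternatives came within that range. For Supplementary Data 3 the paper lists 236 genes and the counts gave 431. DESeq2 gave 220, the filter of at least 1 CPM in 3 libraries 247 and the fit without mock replicate 1 gave 316, each within 1.5 times of the paper's number; the others set beforehand were outside it.

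For *NR*, the paper's log2 fold change in Supplementary Data 1 is 4.82, and the counts gave 9.19 for U257 minus U122. The value lay within its standard error of the paper's with the replicate block (6.85) and without U257 replicate 1 (4.84), and under no other alternative set beforehand. In Supplementary Data 6 the paper's value for *NR* is -3.78, and the counts gave 0.80 in U257 against mock; without U257 replicate 1 it was -3.56, and no other alternative set beforehand reached the paper's value. For *Glyma.03G252700*, the paper's values are 2.58 in Supplementary Data 1 and -6.40 in Supplementary Data 6, and the counts gave 5.51 and -2.997. The first was reached with the replicate block (3.71) and without U257 replicate 1 (2.49), the second without U257 replicate 1 (-6.02), and neither under the others set beforehand. Without mock replicate 2 and U257 replicate 1, a setting chosen after seeing the values, *NR* was 4.78 and -3.75 and *Glyma.03G252700* was 2.46 and -6.40; with the likelihood ratio test they were 4.81, -3.75, 2.45 and -6.40. Under that setting, 177 of the 1314 entries of the 6 tables were not on the list in the matching direction, and 112 with the likelihood ratio test, compared with 524 with all libraries. Under the quasi-likelihood test there, the lists matching Supplementary Data 1 to 6 had 324, 104, 537, 1150, 385 and 561 genes (595, 82, 431, 1233, 200 and 249 with all libraries) and held 115, 22, 206, 449, 160 and 185 of the paper's entries (108, 20, 176, 410, 66 and 10 with all libraries), so lists 1 and 4 were shorter and held more of them. The lists for Supplementary Data 2, 3, 5 and 6 moved away from the paper's lengths of 25, 236, 207 and 210. Shared repressed genes also moved away, with 401 there and 190 with all libraries, where the paper has 174. Shared induced genes did so too, with 221 there and 136 with all libraries, where the paper has 137. With the likelihood ratio test the lists had 375, 120, 615, 1225, 506 and 651 genes, and 445 repressed genes were shared.

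Over whole tables, the median absolute difference between the paper's log2 fold changes and those of the counts was 0.157 to 1.37 with all libraries, 0.0307 to 0.219 without U257 replicate 1, and 0.0265 to 0.0958 without both libraries and with the likelihood ratio test. The paper's Reporting Summary states that no data were excluded.

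The paper lists *Glyma.09G201100* as the gene most induced by U257; the counts held 1 fragment in the 3 U257 libraries together and 1 in the 3 mock libraries, so no fold change is given. The paper states that 0.05 was the threshold of the false discovery rate, at which the quasi-likelihood test gave 0 genes, while edgeR's likelihood ratio test and DESeq2 gave 2375 and 1006 in U122 against mock, 13 and 24 in U257 against mock, and 583 and 171 in U122 against U257.

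The paper states that *PR1*, *NR* and *DFR* are induced by U122. In the counts *PR1* had 0 fragments, in a run of 12 consecutive genes that all had 0. *NR* and *DFR* were lower after U122 than after mock inoculation. The log2 fold change was -8.40 for *NR*, and the mean level of *DFR* was at least 460-fold lower. The paper's own Supplementary Data 4 lists both as repressed. *DFR* had 1, 484 and 1 fragments in U257 replicates 1 to 3, so its level did not follow inoculation alone. Another gene, *Glyma.15G062400*, which the paper's tables name as a basic pathogenesis-related protein 1 and which was looked at after its value was seen, was higher after U122 than after mock inoculation (log2 fold change 2.87, unadjusted p = 0.0317, adjusted p = 0.289 by edgeR's quasi-likelihood test). Of 12 genes named for ROS detoxification, 5 were higher after U122. The paper states that lower photosynthesis genes and higher biotic stress and signaling genes were not seen after U122. Among named genes of its tables, all 24 for photosynthesis were lower after U122 than after mock inoculation, and 10 of 14 for signaling were higher. After U257, 3 of the 14 were lower than after mock inoculation (median 1.30). All 24 stand in the paper's own list of genes repressed by U122, so their direction was fixed by that choice. The signaling and biotic stress genes were also chosen by the study on these libraries. In accord with the paper's statement, 8 of 24 for biotic stress were higher.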

Other observations

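The tests of depth, of the absence of U122 and of linked genes for the all-or-none genes, of the depth of U257 replicate 1 and of shared mock libraries were chosen only after the results were seen; the tests of whether a U257 library is a mock library and the regrouping of libraries were planned before.

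U257 replicate 1 stood apart from U257 replicates 2 and 3. Over 1649 genes on the U122 against mock lists, with the mean of the U122 libraries set to 0 and that of mock replicates 1 and 3 to 1, its median position was 0.989, while U257 replicate 2 lay at 0.352 and U257 replicate 3 at 0.306. Mock replicate 1 lay at 1.30 when measured against mock replicate 3, and mock replicate 3 at 0.608 when measured against mock replicate 1. On the first principal component of the libraries other than mock replicate 2 (49.6% of the variance), U257 replicate 1 was at -107, U257 replicates 2 and 3 at 35.3 and 37.3, and mock replicates 1 and 3 at -136 and -39.1. On the second component (18.8% of the variance), U257 replicate 1 was at -83.19, opposite mock replicates 1 and 3 at 39.68 and 40.51. There, U257 replicates 2 and 3 were at 78.13 and -23.15. Low depth was argued against as the reason, since U257 replicate 1 held 41216942 fragments, the most of its group. A mock library under a U257 label may explain part of this. That was tested on 23 genes picked by level, on in mock replicates 1 and 3 and off in every U122 library. They were chosen without regard to the U257 libraries, but some of them are on the same lists and so no separate evidence. Of these genes, U257 replicate 1 had 6 on and 16 off, and U257 replicate 2 had 18 on and 1 off. U257 replicate 3 had 0 on and 15 off. Of 10 genes with the reverse pattern, on in every U122 library and off in mock replicates 1 and 3, U257 replicate 1 had 4 on and 4 off, U257 replicate 2 had 0 on and 5 off, and U257 replicate 3 had 6 on and 0 off, so by these genes too U257 replicate 2 lay nearer to mock than U257 replicate 1 did. The 16 genes off in U257 replicate 1 argue against a mock library there, while its position of 0.989 goes with one. The test does not decide: mock replicate 2, though shallow, had 0 fragments on 12 of the 23 genes, with 9.86 expected. A mock library may therefore have such genes off. A plant that responded less to U257 was not tested.

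With U257 replicate 1 left out, 957 genes passed a false discovery rate of 0.05 in U122 against mock, where 0 did with all libraries.

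In the 8 libraries other than mock replicate 2, 30 genes were either at 2 CPM or more or at 0.1 CPM or less in every library, in 9 patterns out of 254 possible. In 12 genes, *DFR* among them, mock replicates 1 and 3 and U257 replicate 2 were on and the other libraries off, and 4 genes showed the opposite pattern. Of the other patterns, 5 genes were on in every one of the 8 libraries except U257 replicate 1, and 4 were off only in mock replicate 1 and U257 replicate 1, so U257 replicate 1 differed from both of the deep mock libraries in the first and shared an off state with 1 of them in the second. These genes were chosen for the pattern. Low depth was argued against, since the shallowest library with the 12 genes off held 29479075 fragments and the shallowest with them on 14270130. An absence of U122 that turned genes on was argued against for the U257 libraries, which lack U122 too: of the 23 genes picked above without regard to U257, 14 were off in both U257 replicates 1 and 3, the 12 genes of the pattern among them. An effect of U257 itself on these genes was not tested. For the mock libraries the absence of U122 was not decided: mock replicate 2, with 9.86 fragments expected on the 12 genes at its depth without its 10 most abundant genes, had 0 (Poisson probability 5.2e-05), and on the 4 genes of the opposite pattern it had 4 fragments, with 3.88 expected. That test rests on 1 shallow library. A difference between plants in linked genes was not decided either. Of the pairs among these 16 genes, 2 lay within 5 Mb of each other, where 10000 random sets of similar level gave a median of 2 (permutation p = 0.5), whereas 19 pairs were on the same chromosome, where random sets gave 6 (permutation p = 9e-04), and this count was chosen after the chromosomes had been seen. U257 replicate 2 could be a mock library, and the 23 and the 10 genes above go with it, but its position of 0.352 lay nearer to U257 replicate 3 than to either of mock replicates 1 and 3, and 1 library against mock libraries that differ among themselves does not settle it.

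The overlap of the U122 and U257 lists could arise partly from the mock libraries that both share. Simulated libraries with no gene changed shared at most 80 genes, induced and repressed together, where 136 induced and 190 repressed genes were seen, and their highest correlation was 0.640, where 0.775 was seen. Much of the correlation and part of the induced overlap therefore appear with no effect of either strain, and fewer repressed genes do, 15 at most. The simulated lists were shorter than the real ones and the real mock libraries may vary more than simulated ones, so how much the shared libraries contribute cannot be told apart from a common response.

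Regrouping the libraries of each comparison cannot exclude chance, because 3 libraries against 3 allow only 10 groupings. For the count of genes at a false discovery rate under 0.05 regrouping says nothing: the count was 0, which any grouping reaches, so 10 of 10 groupings did in each comparison. The list by fold change and unadjusted p was as long in 1 of 10 groupings in U122 against mock, in 5 of 10 in U257 against mock and in 1 of 10 in U122 against U257, the real one included. In U257 against mock, 836 genes passed when mock replicates 1 and 3 and U257 replicate 1 were set against the others, 582 with mock replicates 1 and 2 and U257 replicate 1, and 57 with mock replicates 1 and 3 and U257 replicate 2.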
